# Social hierarchy shapes behavioral and transcriptional responses to chronic stress and ketamine in male mice

**DOI:** 10.1016/j.isci.2026.116825

**Published:** 2026-07-21

**Authors:** Serena Gasperoni, Xiuqi Ji, Choham Sudre-Chinsky, Eduardo Cáceres Pajuelo, Fatemeh Sadat Zolfaghari, Otto Boldemann, Manar Manla Hasan, Tommaso Biagini, Daniil Umanski, Yair Shemesh, Aron Kos, Paula Fontanet, Alon Chen, Juan Pablo Lopez

**Keywords:** chronic social defeat stress, social hierarchy, ketamine, antidepressant response, automated behavioral profiling, social box, medial prefrontal cortex, mPFC, ventral hippocampus, vHipp, RNA sequencing

## Abstract

Chronic stress is a major risk factor for psychiatric disorders, yet the mechanisms underlying individual differences in vulnerability and treatment response remain poorly understood. Using the Social Box, a seminatural environment, we performed high-resolution, continuous tracking of group-housed male mice during 11 days, capturing behavior during both active and inactive phases. We found that social hierarchy within a group strongly shapes stress outcomes, with dominant individuals exhibiting amplified behavioral alterations following chronic stress, including rest fragmentation and disrupted social interactions. A single ketamine administration mitigated these effects, restoring baseline behavioral signatures in dominant individuals. Bulk mRNA sequencing was performed in the medial prefrontal cortex and ventral hippocampus. This revealed a hierarchy-dependent transcriptional response with 141 differentially expressed genes in the medial prefrontal cortex of dominant, ketamine-treated mice. Overall, this study provides a framework for examining stress and pharmacological interventions in group-housed mice, enabling high-resolution, longitudinal analyses under semi-naturalistic conditions.

## Highlights

• Stress-induced behavioral changes vary across the circadian cycle
• Dominant mice exhibit greater vulnerability to chronic stress
• A single dose of ketamine reverses stress-induced abnormalities in dominant mice
• Ketamine induces transcriptional changes in the mPFC of dominant mice

## Introduction

Chronic stress is a major risk factor in the development of a variety of severe and impairing psychiatric conditions, including major depressive disorder (MDD), post-traumatic stress disorder (PTSD), and anxiety disorders, among others.^1^^,^^2^^,^^3^ These conditions affect millions worldwide, and over 84 million people in Europe alone,^4^ imposing profound human and economic costs. Despite this, standard treatments such as selective serotonin reuptake inhibitors (SSRIs) remain constrained by modest efficacy, pronounced interindividual variability, and a delayed onset of therapeutic action,^5^ underscoring the urgent need for more effective interventions. Building on this clinical challenge, understanding the biological mechanisms and behavioral outcomes underlying stress vulnerability is essential for developing improved therapeutic strategies.

Despite the rising global incidence of stress-related disorders, the mechanisms driving maladaptive stress responses and individual variability remain poorly understood. In rodents, some of these features, or endophenotypes, can be modeled using chronic stress paradigms, such as the chronic social defeat stress (CSDS), which induces robust phenotypes including anhedonia, despair, and social withdrawal, among others.^6^ However, most traditional behavioral assessments rely on short, reductionist tests that capture only isolated behavioral components, overlooking individual differences and longitudinal dynamics and the influence of social behaviors within a group context.^7^ This limitation hampers our ability to fully characterize stress-induced phenotypes and their evolution over time. To address these limitations, it is critical to consider social dynamics that shape stress responses.

Social hierarchies represent a critical but often neglected factor in stress research. Across species, including rodents, non-human primates, and humans, dominance rank is a key determinant in shaping an individual’s behavior, its relationship with the environment and its conspecifics, as well as an individual's vulnerability to stress.^8^^,^^9^ Yet, studies examining the interaction between social rank and stress susceptibility have yielded inconsistent results. Some report increased vulnerability in subordinate individuals,^10^ while others suggest maladaptive responses in dominant animals,^11^^,^^12^^,^^13^ or no clear hierarchy effect at all.^14^ Disentangling these relationships requires approaches that capture both individual and group-level dynamics. Because rodents are nocturnal, it is also essential to monitor behavior across both active (dark) and inactive (light) phases to capture the full spectrum of stress-related phenotypes and avoid bias toward daytime activity. To address this gap, we employed the Social Box (SB),^15^ an enriched, semi-naturalistic environment that enables continuous, automated tracking of group-housed mice. This new method allows high-resolution, longitudinal, and individual behavioral profiling (i.e., hours, days, weeks), providing a unique opportunity to examine how chronic stress and social hierarchy interact over time.

While behavioral context is essential, treatment strategies remain a parallel priority. Over the past two decades, ketamine, an NMDA receptor antagonist, has gained substantial attention in the clinic as a rapid-acting antidepressant, revolutionizing the treatment landscape for mood disorders. S-ketamine, the enantiomer with the highest NMDA receptor binding affinity, received approval in 2019 by the Food and Drug Administration (FDA) and the European Medicines Agency (EMA) for clinical use in patients with difficult-to-treat depression (DTD) and acute suicidality.^16^ Unlike conventional antidepressants, ketamine produces rapid and, in some cases, sustained symptom relief.^17^ However, the mechanisms underlying its positive antidepressant effects have not been fully elucidated yet. In addition, it remains unclear why clinical response is highly variable, with some patients significantly benefiting from it, while others do not. Preclinical models offer a powerful means to investigate these mechanisms, enabling longitudinal behavioral characterization and the identification of factors (i.e., behavioral or biological) that could predict treatment response. Understanding these mechanisms requires linking behavioral outcomes to molecular changes in stress-sensitive brain regions.

Among them, the medial prefrontal cortex (mPFC) and ventral hippocampus (vHipp) have consistently emerged as key areas in circuits regulating emotion, cognition, and stress adaptation. Both clinical and preclinical studies report structural and molecular alterations in these regions following chronic stress, including neuronal atrophy, glial loss, and disrupted synaptic plasticity.^18^^,^^19^^,^^20^ For example, chronic stress reduces the expression of key receptors (e.g., AMPAR subunits) and proteins involved in synaptic plasticity (e.g., synapsin 1), impairing excitatory transmission and plasticity.^21^ Importantly, these same brain regions are implicated in ketamine’s antidepressant effects. By mediating increased glutamate signaling in the mPFC, ketamine has been suggested to promote synaptogenesis and synaptic plasticity.^22^^,^^23^ In the vHipp, NMDAR blockage by ketamine has been shown to promote the translation of proteins involved in synaptic plasticity and to be implicated in the transcriptional regulation of genes whose expression is altered by chronic stress.^24^^,^^25^^,^^26^ Yet, how social hierarchy and stress interact with ketamine and subsequently shape the transcriptional landscape of these regions remains largely unexplored. To bridge this gap, we combined high-throughput behavioral and molecular approaches in a unified experimental framework.

In this study, we performed an automated, high-resolution longitudinal analysis of the effects of chronic stress and a single ketamine administration in group-housed male mice over an 11-day period, spanning both active (dark) and inactive (light) phases. By continuously recording behavior across 24-h cycles, including both 12-h active and 12-h inactive phases, we captured temporal dynamics often overlooked in conventional stress paradigms. Using the SB, this approach revealed persistent stress-induced behavioral alterations, such as rest fragmentation and disrupted social interactions, that were amplified in dominant individuals within a group, highlighting a critical interplay between hierarchy and stress response. A single ketamine administration mitigated these effects, restoring both baseline behavioral signatures and specific stress-sensitive behaviors in dominant mice. In parallel, we applied bulk mRNA sequencing to generate a high-throughput molecular profile of the mPFC and vHipp, examining how chronic stress, social hierarchy, and ketamine interact at behavioral and transcriptional levels. Our analysis uncovered a hierarchy dependent, region-specific transcriptional response, where ketamine induced 141 differentially expressed genes (DEGs) in the mPFC of dominant mice. In addition, we observed enrichment in postsynaptic compartments, consistent with its known mechanistic targets. By integrating longitudinal analyses of complex, ethologically relevant behavioral data with region-specific transcriptomic profiling, we are the first to demonstrate that social rank critically shapes both behavioral and molecular responses to chronic stress and ketamine. This points to synapse-related molecular signatures as a potential mechanism underlying ketamine’s sustained antidepressant effects and establishes a foundation for long-term, high-resolution studies of stress and pharmacological interventions in semi-naturalistic environments.

## Results

### Longitudinal analysis of complex social behaviors in group-housed male mice identifies critical time windows of stress-related phenotypes

Chronic social defeat is a well-established paradigm that leads to long-lasting physiological, behavioral, and molecular changes in male mice. Here, we used this paradigm to perform an in-depth characterization of the effects of chronic stress, using the SB (Figures 1A and 1B). The SB is an enriched, semi-ethological environment that enables continuous and automated location tracking and behavioral classification of group-housed mice over several days, spanning both active (dark) and inactive (light) phases. The experiment included 10 independent groups, each composed of four male mice (total *n* = 40). Half of the SB groups (5 SB, corresponding to 20 mice) were exposed to CSDS, while the remaining five groups (5 SB, corresponding to 20 mice) served as controls, ensuring balanced representation of stressed and non-stressed conditions. Following CSDS, mice exhibited hallmark stress phenotypes, including significant loss in body weight (group: F(1,38) = 0.67, *p* > 0.05; day: F(5,190) = 15.58, *p* < 0.0001; group x day: F(5,190) = 6.25, *p* < 0.0001), progressive deterioration of their coat state, elevated basal (AM) corticosterone (CORT) levels (group: t(38) = 2.87, *p* = 0.0065), as well as increased weight of the adrenal glands (group: t(38) = 5.03, *p* < 0.0001) (Figures 1C–1F), confirming long-lasting physiological effects of chronic stress.

**Figure 1:**
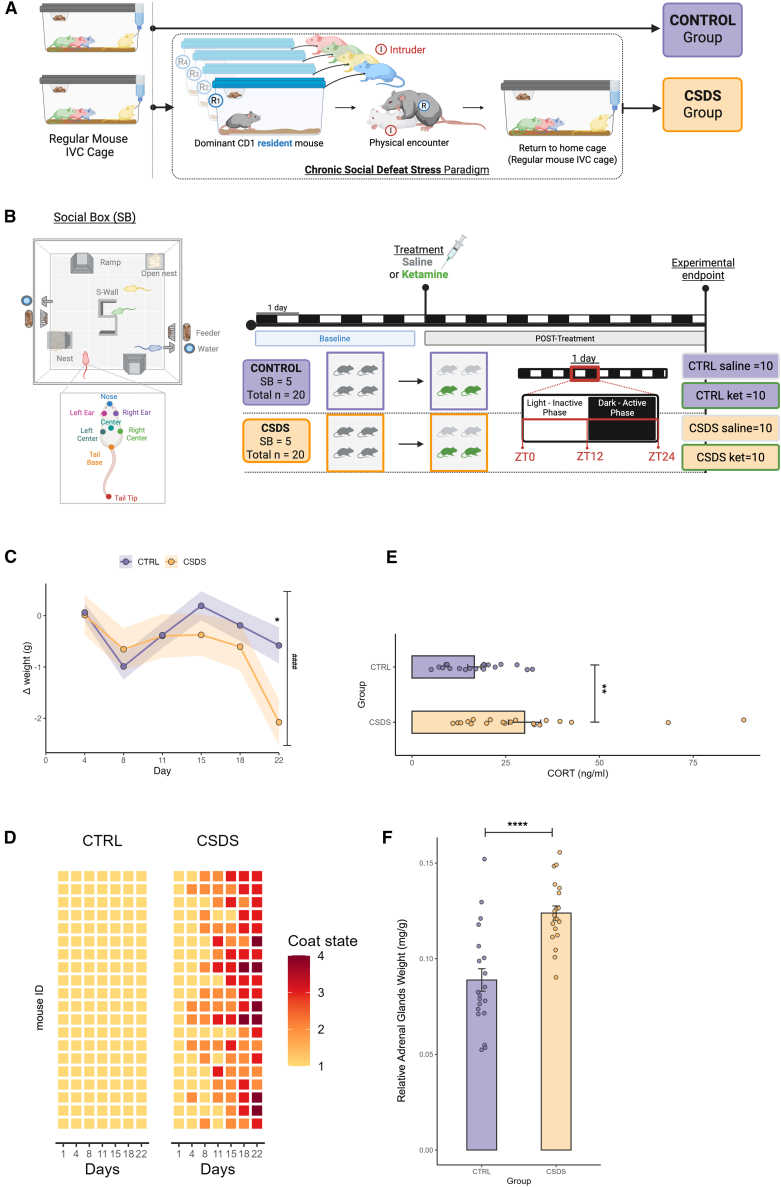
CSDS leads to long-lasting changes in physiological parameters in group-housed male mice (A) Schematic representation of modified CSDS paradigm. Mice, housed in groups of 4, undergo an acute defeat and are then regrouped in their home cage (regular mouse IVC cage). This is repeated for 21 consecutive days. Control mice are group-housed throughout the 21 days in regular mouse IVC cages. (B) Left: The 60 × 60 cm SB arena containing an S wall, two ramps, one closed nest, one open nest, two food feeders, and two water sources. Each SB houses 4 mice. 8 body parts per mouse are tracked with DeepLabCut. Right: experimental timeline of the mice in the SB. Following the completion of the CSDS paradigm (21 days), CTRL (violet) and CSDS (orange) mice were housed in the SB for 4 days (4 active and 4 inactive phases). On the 4^th^ day, they received a single dose of ketamine (green) or saline (light gray) 1 h before the onset of the dark phase. Mice were then housed and recorded for another 7 days in the SB. (C) Changes in body weight across CSDS days. Data represent mean ± SEM, *n* = 20 per condition. Data were analyzed using linear mixed-effect models with group, day, and their interaction as fixed effects, and mouse ID as a random intercept. Post-hoc comparisons were FDR-adjusted. (D) Coat state across the 21 days of CSDS. Rows indicate single mouse IDs, separately for CTRL and CSDS groups. Values close to 4 (orange, red) indicate severe deterioration in coat state. (E) Plasma CORT levels at experimental endpoint in CTRL and CSDS animals. Data represent mean ± SEM. Unpaired *t-test*, two-tailed. (F) Adrenal gland weights normalized to mouse body weights at experimental endpoint. Data represent mean ± SEM. Unpaired *t* test, two-tailed. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001, and ####*p* < 0.0001.

To capture the temporal dynamics of complex social behaviors, we continuously recorded all groups for four days following the completion of the CSDS protocol, capturing both their active and inactive phases. This generated a comprehensive dataset of automatically computed complex behavioral metrics across the entire recording period. Because rodents exhibit their highest activity levels during the dark phase, we focused our analysis on the 12-h active period across the four post-CSDS days, summarizing behavioral metrics within each interval. To obtain an initial overview of behavioral variation across groups and time, we applied Principal Component Analysis (PCA) over these metrics, focusing on the evolution of the two components (PC1 and PC2) explaining the highest variability (18% and 15%, respectively). As shown in Figure S1A, PC1 accounted for most of the variance associated with time (i.e., across the different nights), with clear distinctions between the first night and the subsequent ones, reaching a plateau by the fourth night. However, fitting a linear mixed-effects model (LMEs) revealed no significant effects of stress on either PC1 or PC2. Because aggregating data over 12-h intervals may obscure or dilute subtle stress-related effects, we next summarized behavior in consecutive 2-h windows, every night, to account for differences driven by zeitgeber time (ZT). This revealed complex interactions between ZT, night, and stress (Figures 2A and 2B).

**Figure 2:**
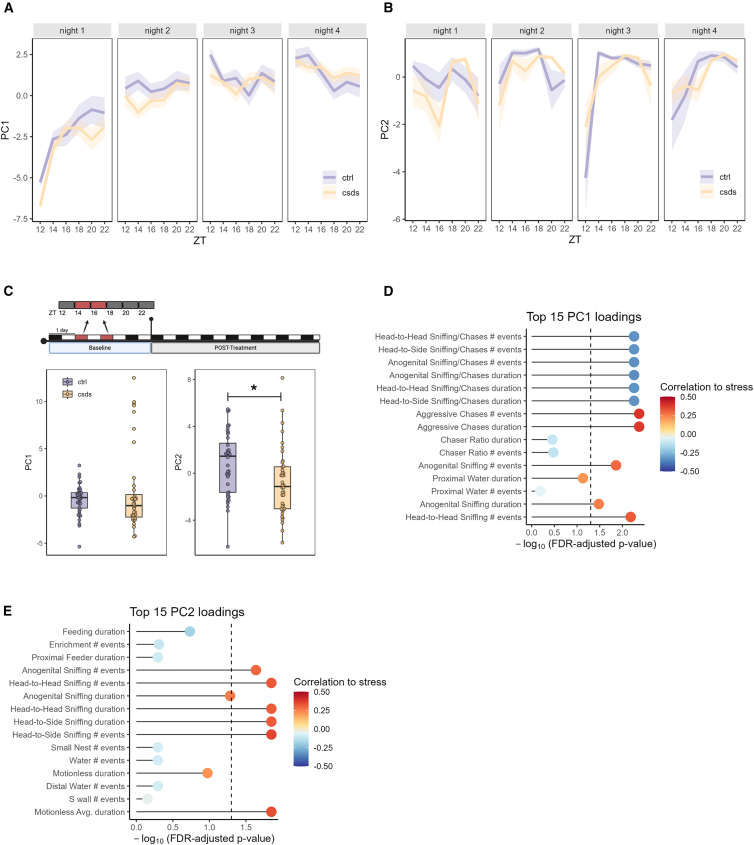
Longitudinal analysis of complex social behaviors in group-housed male mice identifies critical time windows of stress-related phenotypes See also Figures S1–S4. (A) Evolution of PC1(A) and PC2 (B) in CTRL (violet) and CSDS (orange) mice across 2-h intervals during the dark phase, separately for four nights. The x axis represents the zeitgeber time (ZT), where ZT12 indicates the onset of the dark phase. Data represent mean ± SEM; *n* = 20 per condition. Data were analyzed using linear mixed-effect models with group, day, timebin, and their interactions as fixed effects, and mouse ID as a random intercept. PC1. Class: F(1,38) = 0.85, *p* = 0.36; day: F(3,874) = 181, *p* < 0.0001; timebin: F(3,874) = 2.58, *p* = 0.024; class x day: F(3,874) = 2.91, *p* = 0.033; class x timebin: F(3,874) = 1.33, *p* = 0.24; day x timebin: F(15,874) = 10.19, *p* < 0.0001; class x day x timebin: F(15,874) = 1.01; *p* = 0.43. PC2. Class: F(1,38) = 0.12, *p* = 0.72; day: F(3,874) = 2.86, *p* < 0.03; timebin: F(3,874) = 13.9, *p* < 0.0001; class x day: F(3,874) = 0.54, *p* = 0.65; class x timebin: F(3,874) = 2.16, *p* = 0.056; day x timebin: F(15,874) = 4.32, *p* < 0.0001; class x day x timebin: F(15,874) = 1.19; *p* = 0.27. (C) Selected time interval for dissecting the stable effects of stress on behavior. Panels show PC1 and PC2 components across the groups. Data are presented as boxplots showing the median, interquartile range, and whiskers; *n* = 20 per condition. Data were analyzed using linear mixed-effect models with group, day, and their interaction as fixed effects, and mouse ID as a random intercept. ∗*p* < 0.05. (D and E) Correlation (Pearson’s) of top 15 PC1 (D) and PC2 (E) loadings to group (CTRL, CSDS) membership. The dashed line indicates -log (FDR-adj *p* value) = 1.25; values on the right of the line indicate behavioral metrics significantly correlated with stress. Color represents direction and intensity of the correlation (using CTRL as reference).

To disentangle these complex interactions, we initially focused on understanding the effects of stress after introduction into the SB arenas, a completely novel environment. Here, we examined differences in PC1 and PC2 during the first 2 h of night 1, when novelty effects are strongest. This revealed a strong effect of stress (Figure S2B), which is masked when analyzing the first night in its entirety (Figure S2A). This pattern is consistent with findings from Bordes et al.,^27^ who reported that in social interaction tests, differences between CSDS mice and controls are most pronounced during the first few minutes, reflecting the impact of the novel environment. Among the behavioral alterations observed, stressed mice exhibited changes in exploratory patterns, reflected by differential engagement with enrichment objects. Although the total duration of exploration remained unaltered, stressed animals showed increased fragmentation of exploratory behavior, as indicated by a higher number of discrete exploration events directed toward specific objects or areas (Figures S2C and S2D). To identify more persistent stress effects beyond novelty-driven changes, we next examined behavior after habituation to the SB. Since 2-h intervals result in low signal-to-noise ratios due to the sparse nature of some behaviors, we performed PCA analysis across larger time intervals (4 h and 6 h) throughout the 4 nights (Figures S1B, S1C, and S3A–S3E), which revealed interesting and distinct behavioral signatures. Closer to the inactive phase (ZT18-24 or ZT20-24), group differences were evident only on the first night, whereas during the first half of the night, group differences were more stable across different nights. This was particularly evident when considering the time interval between ZT14 and ZT18 (Figure S3B). To minimize novelty confounds, we excluded night 1 from subsequent analyses. Previous studies have also consistently reported that mice habituate to the SB within a few days in the absence of external stressors or stimuli, leading to a marked reduction in behavioral variability.^26^ Therefore, our subsequent analyses focused on nights 2 and 3, specifically within the ZT14–18 interval, to further characterize the persistent behavioral alterations induced by CSDS. This shows night-independent effects of stress on cumulative behavior (PC1 group: F(1,38) = 0.88, *p* > 0.05; PC2 group: F(1,38) = 4.36, *p* = 0.043) (Figure 2C). Interestingly, the acute effects observed on exploration during the first night do not persist at these subsequent timepoints. Instead, correlations of the top PC1 and PC2 loadings with stress condition indicate that chronic stress is associated with increased immobility time and more agonistic interactions, such as chasing behaviors (Figures 2D and 2E).

While the active (dark) phase is the period with increased activity in rodents, most behavioral tests performed in other laboratories to assess stress and treatment response are carried out during the inactive (light) phase. Thus, to determine whether stress-related alterations observed throughout the night persist during the day, we analyzed behavior across the light phase (Figures S4A and S4B). Similar to the active phase, ZT strongly influenced behavioral patterns. In this context, the most pronounced differences emerged during the second half of the light phase, particularly between ZT6 and ZT10 (Figure S4C). Stressed mice consistently spent less time in the nest across all 4 days, indicating that rest fragmentation may be a persistent consequence of chronic stress in male mice (Figure S4D).

### Social dominance exacerbates the effects of chronic stress

Social dominance is a critical factor shaping behavioral outcomes and can modulate vulnerability to chronic stress.^10^^,^^11^^,^^12^^,^^13^^,^^14^ Groups of mice exhibit stable social hierarchies that govern access to resources and regulate social interaction dynamics.^28^ Thus, position in the social hierarchy strongly influences some behavioral components and has been linked to distinct susceptibility to chronic stress.^10^^,^^11^^,^^12^ To explore this relationship, we first quantified dominance ranks and then examined how these ranks interact with stress exposure to shape behavior. To do this, we calculated the cumulative normalized David’s score (normDS) during nights 2–4, a widely used metric for quantifying dominance relationships in group-housed rodents. Based on normDS, each mouse was assigned a social rank, ranging from alpha (most dominant), beta, gamma, to delta (most subordinate). This ranking provided a framework to assess whether stress-related behavioral changes vary systematically across hierarchy positions. We looked at behavioral readouts significantly correlated with position in the hierarchy, separately for CTRL and CSDS mice. In both groups, alpha males exhibit a clearly distinct behavioral profile from the other mice. However, the nature of these differences diverged between conditions. While in the CTRL group the behaviors associated with increased dominance are exclusively related to agonistic interactions, in the CSDS group dominance is also associated with more fragmented interactions with the environment, decreased resting (average time spent in the closed nest), and decreased feeding and drinking behavior (Figures 3A and 3B). Furthermore, in the CSDS group only, beta males exhibit an intermediate profile between the alpha and the more subordinate animals. This finding suggests that chronic stress amplifies behavioral stratification within the group’s hierarchy.

**Figure 3:**
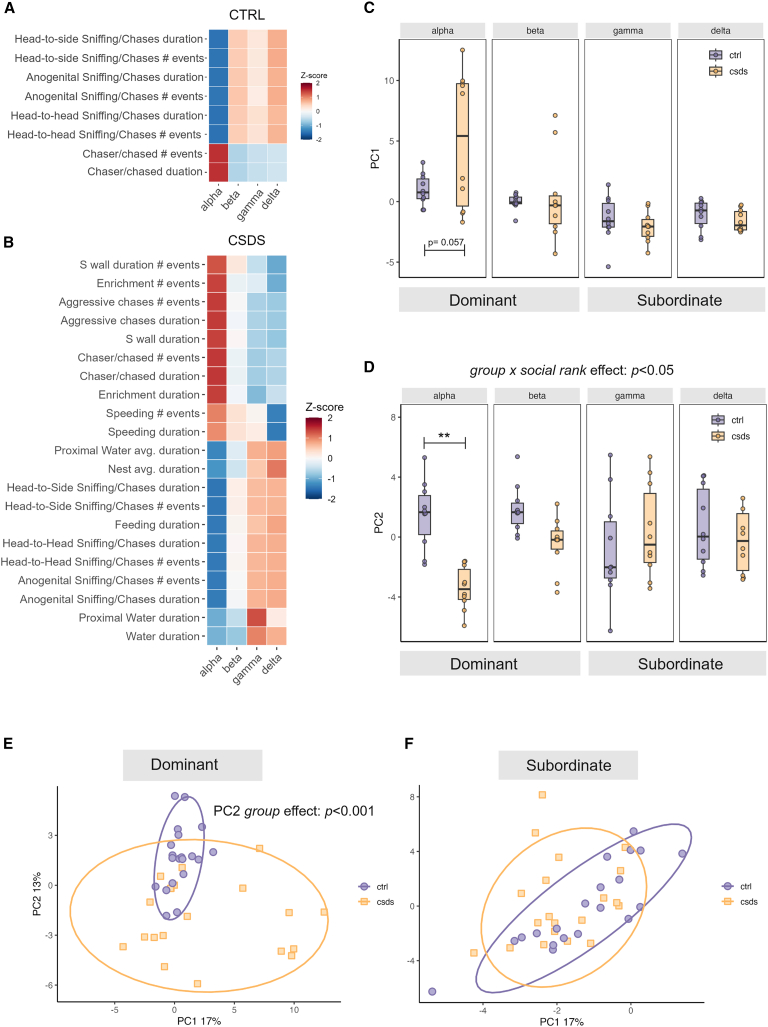
Social dominance exacerbates the effects of chronic stress (A and B) Hierarchical clustering of Z-scored behavioral metrics that significantly correlate with hierarchy rank (alpha = more dominant, delta = more subordinate), separately for CTRL (A) and CSDS (B) mice. (C and D) Boxplot of PC1 (C) and PC2 (D) in CTRL and CSDS mice, by hierarchy rank. Data are presented as boxplots showing the median, interquartile range, and whiskers. Data were analyzed using linear mixed-effect models with group, hierarchy rank, and their interaction as fixed effects, and mouse ID as a random intercept. Post-hoc comparisons were FDR-adjusted. (E and F) PCA plot of dominant (alpha, beta) (E) and subordinate (gamma, delta) (F) mice. Data were analyzed using linear mixed-effect models with group, hierarchy rank, and their interaction as fixed effects, and mouse ID as a random intercept. ∗∗*p* < 0.01.

Next, we applied PCA again across all behavioral readouts. This analysis aimed to determine whether the overall behavioral profile (summarized by PC1 and PC2) was significantly different between stressed and control animals across hierarchy ranks. As shown in Figures 3C and 3D, PC2 recapitulates an important interaction effect between social hierarchy and stress (group: F(1,32) = 5.36, *p* = 0.027; hierarchy rank: F(3,32) = 1.2, *p* > 0.05; group x hierarchy rank: F(3,32) = 3.67, *p* = 0.0221). Because of their similar behavioral profiles, and to increase statistical power, alpha and beta mice were pooled together and considered “*dominant*” individuals, while gamma and delta were grouped together as “*subordinates.*” This grouping revealed a clear pattern, where differences emerge between control and stressed animals occupying high rank positions (dominant) (PC1 group: F(1,18) = 1.81, *p* > 0.05; PC2 group F(1,18) = 22.84, *p* = 0.0001), while no significant difference between control and stressed mice was observed in the subordinate group (PC1 group: F(1,18) = 1.48, *p* > 0.05; PC2 group F(1,18) = 0.13, *p* > 0.05) (Figures 3E and 3F). As stress-related behavioral effects were detected only in dominant mice, subsequent analyses focused on this subgroup to assess treatment effects.

To further dissect which behavioral features drive this separation, we trained a sparse Partial Least Squares Discriminant Analysis (sPLS-DA) classifier using the behavioral readouts of the dominant mice only. Figure 4A shows that a nearly perfect separation is achieved between the classes, with component 1 driving the separation. When examining the component 1 loadings, we confirm the behavioral profile that was captured by PCA as well. Indeed, stress seems associated with rest fragmentation, increased chasing and sniffing behavior, as well as decreased time in the feeding area (Figure 4B). Figures 4C–4F report some examples of behaviors that differ between the control and stressed groups, across the 4 nights. Although behavior evolves over time, these differences remain remarkably consistent, reinforcing the notion that dominance is associated with increased stress vulnerability.

**Figure 4:**
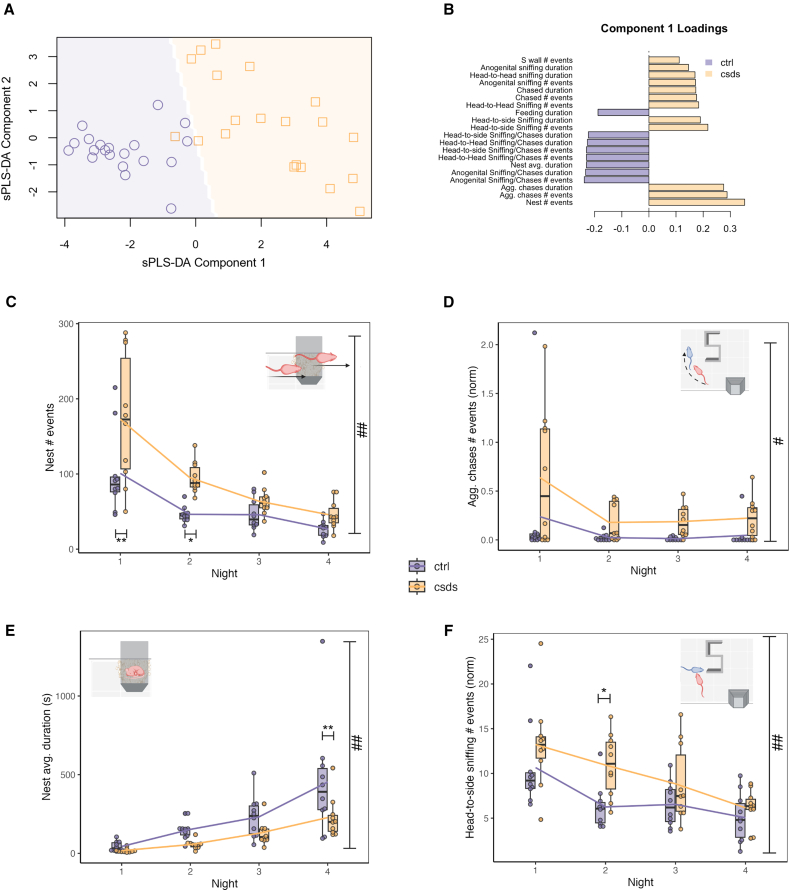
Dominant mice show alterations in specific behaviors following chronic stress (A) sPLS-DA plot shows the separation between groups based on components 1 and 2, in dominant mice. CTRL (violet), CSDS (orange). (B) Component 1 loadings. The size of the bar represents the contribution of that behavioral metric to component 1; the direction represents positive (right) or negative (left) contribution. (C–F) Evolution of number of nest events (C) (class: F(1,18) = 14.60, *p* = 0.0013; day: F(3,54) = 29.24, *p* < 0.0001; class x day: F(3,54) = 2.55, *p* = 0.064), number of aggressive chases (D) (class: F(1,18) = 5.11, *p* = 0.036; day: F(3,54) = 4.88, *p* = 0.0045; class x day: F(3,54) = 0.61, *p* > 0.05), average nest event duration (E) (class: F(1,18) = 8.84, *p* = 0.0081; day: F(3,54) = 18.18, *p* < 0.0001; class x day: F(3,54) = 1.77, *p* > 0.05), and number of head to side sniffing events (F) (class: F(1,18) = 8.66, *p* = 0.0087; day: F(3,54) = 11.97, *p* < 0.0001; class x day: F(3,54) = 0.94, *p* > 0.05) across 4 nights, in dominant CTRL (violet) and CSDS (orange) animals. Data are presented as boxplots showing the median, interquartile range, and whiskers; *n* = 10 per condition. Data were analyzed using linear mixed-effect models with group, day, and their interaction as fixed effects, and mouse ID as a random intercept. Post-hoc comparisons were FDR-adjusted. ∗*p* < 0.05, ∗∗*p* < 0.01, #*p* < 0.05, and ##*p* < 0.01.

### A single ketamine administration mitigates the behavioral effects of chronic stress

A single ketamine administration has been shown to produce rapid and long-lasting antidepressant effects in patients afflicted by depression as well as in chronically stressed mice. Building on this evidence, we examined whether ketamine could rescue stress-induced behavioral alterations in our SB paradigm. To do so, we leveraged the previously trained sPLS-DA classifier to track behavioral changes over the 7 days following ketamine administration. First, we confirmed that the distribution of the 3 sPLS-DA components in the saline group did not change significantly from the 4 baseline days (Figure S5A). Next, we looked at baseline night 4, which was not included in the training dataset. As expected, this maintained a prediction in line with the other baseline nights, suggesting a good predictive validity of the model (Figures 5A–5D). Having established model reliability, we then applied it to post-treatment data. To do so, we used the classifier to obtain a prediction for each mouse, for each of the 7 post-treatment days. Namely, each mouse was predicted as either CTRL or CSDS, based on the score of the 3 sPLS-DA components. This approach allowed us to quantify whether ketamine shifts stressed mice toward a control-like behavioral profile. As expected, predictions in the saline group were consistent with the baseline group assignments, with significant differences between CTRL and CSDS throughout the 7 days (group: c^2^(1) = 4.73, *p* = 0.029; treatment: c^2^(1) = 0.5, *p* > 0.05; group x treatment: c^2^(1) = 3.54, *p* = 0.059. FDR-adjusted post-hoc comparison, saline group, ctrl-csds: z = 2.84, *p* = 0.0089). Conversely, no statistically significant difference was observed between dominant CTRL and CSDS mice that received ketamine, suggesting a long-lasting rescuing effect of ketamine at the behavioral level (group: c^2^(1) = 4.73, *p* = 0.029; treatment: c^2^(1) = 0.5, *p* > 0.05; group x treatment: c^2^(1) = 3.54, *p* = 0.059. FDR-adjusted post-hoc comparison, ketamine group, ctrl-csds: z = 0.47, *p* > 0.05) (Figures 5C and 5D). Direct comparison further confirmed that a single ketamine administration rescued the behavioral profile of stressed mice to levels comparable to saline-treated controls, consistent with a normalization of the stress-induced phenotype (group: c^2^(1) = 4.73, *p* = 0.029; treatment: c^2^(1) = 0.5, *p* > 0.05; group x treatment: c^2^(1) = 3.54, *p* = 0.059. FDR-adjusted post-hoc comparison, csds ketamine—ctrl saline: z = 1.11, *p* > 0.05) (Figure S5B). Importantly, this effect was not confounded by changes in social hierarchy position, as normDS remained stable across treatment conditions (Figure S5C). Consistent with the prediction results, examination of specific behaviors altered in the stressed group recapitulated these findings. In the saline group, a statistically significant difference is observed between CTRL and CSDS mice concerning the number of aggressive chases and the average time spent in the closed nest (Figures 5E–5H). These differences are not observed in mice that received ketamine, suggesting that this compound may mitigate the deleterious effects of chronic stress on rest fragmentation, as well as the deficits in agonistic behaviors. Taken together, these results indicate that ketamine restores both global complex behavioral signatures and specific stress-sensitive behaviors in dominant mice.

**Figure 5:**
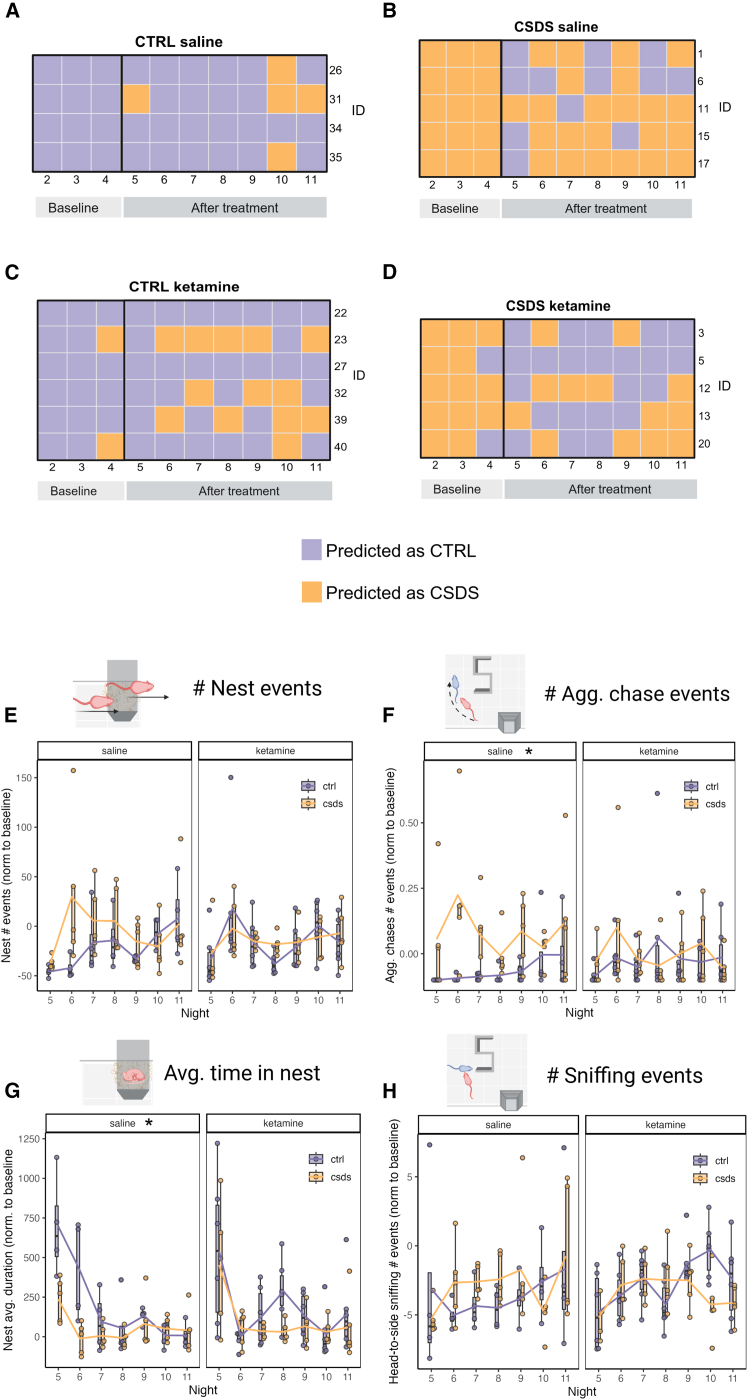
A single ketamine administration mitigates the effects of chronic stress at the behavioral level See also Figure S5. (A–D) Predictions based on the previously trained sPLS-DA, throughout 10 days in the SB. For each day, dominant mice were predicted as either CTRL (violet) or CSDS (orange), for each condition: CTRL saline (A), CSDS saline (B), CTRL ketamine (C), and CSDS ketamine (D). Data were analyzed using generalized linear mixed-effect models with group, treatment, and their interaction as fixed effects, and mouse ID as a random intercept. Post-hoc comparisons were FDR-adjusted. (E and F) Evolution of number of nest events (E), number of aggressive chases (F), average nest event duration (G), and number of head-to-side sniffing events (H) across the 7 nights following treatment administration (normalized to baseline values). Data are presented as boxplots showing the median, interquartile range, and whiskers; *n* = 5 per condition. Data were analyzed using linear mixed-effect models with group, treatment, and their interaction as fixed effects, and mouse ID as a random intercept. Post-hoc comparisons were FDR-adjusted. ∗*p* < 0.05.

It should also be noted that almost all mice were classified as CTRL immediately after compound administration (both saline and ketamine). We attribute this transient shift to a marked increase in time spent inside the nest following injection, likely reflecting an acute stress response to the procedure itself. Nest hiding is consistent with the behavior typically observed in mice after exposure to sudden stressors. This brief but pronounced change drives all sPLS-DA components toward CTRL-like values. Although short-lived, this effect highlights the sensitivity of our classifier to acute perturbations and underscores the importance of considering procedural stress in behavioral analyses.

### Ketamine administration leads to long-lasting, region-specific effects of gene expression in dominant male mice

The mPFC and vHipp represent central nodes in stress-related circuitry, supporting functions such as emotional regulation, cognitive flexibility, social behavior, and treatment response. While many studies have focused on the rapid antidepressant effects of ketamine in these brain regions, data on sustained molecular changes remain scarce, and the role of social hierarchy in shaping these effects is largely unexplored. 

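Bulk RNA sequencing covered 2 brain regions, the mPFC and the vHipp, of 40 male CD-1 mice. There were 10 mice in each of 4 groups, CTRL or CSDS mice given saline or ketamine. CSDS mice had gone through 21 days of chronic social defeat stress. Ketamine (10 mg/kg) or saline was injected once, and the tissue was collected 7 days later. Each library carried its region, stress group, treatment and a mouse number. Social rank and social box (SB) were not used here, so every group holds mice of both ranks. The 79 libraries analyzed here were 39 of the mPFC, with 9 from ketamine-treated CSDS mice, and 40 of the vHipp. The mPFC of mouse 5, a ketamine-treated CSDS mouse, was not analysed here. The authors deposited raw read counts for 55471 genes of GRCm38, without normalization or a filter on low counts. The paper's text does not name the aligner or the counting program. In the mPFC, total counts per library ranged from 15498349 to 21202803 (median 18540245) in ketamine-treated CSDS mice and from 16208351 to 34135805 (median 20432446) in ketamine-treated CTRL mice. They ranged from 15829538 to 34501588 (median 19803540) in saline-treated CSDS mice and from 11726129 to 25809032 (median 19557124) in saline-treated CTRL mice. In the vHipp, the totals ranged from 13659739 to 32814917 (median 19740676) in ketamine-treated CSDS mice and from 16539848 to 41767119 (median 19536616) in ketamine-treated CTRL mice. The vHipp of saline-treated mice had totals from 11782570 to 22468390 (median 20260592) in CSDS mice and from 18019933 to 37421747 (median 20156846) in CTRL mice. An exact permutation test of the total counts in the mPFC between ketamine-treated CSDS and CTRL mice, two-sided, gave p = 0.0551 (n = 9 and 10). Genes were kept by the thresholds of the paper's methods, more than 10 counts in total and detection in more than 3 libraries of the region. This left 28993 genes in the mPFC and 28991 in the vHipp. Counts were normalized with the TMM method, and the 4 groups of a region were fitted together, without a covariate, by edgeR's quasi-likelihood method. The paper's own model, in DESeq2, had the SB as a covariate. Its text does not name the outlier it removed, and no library was left out here.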

To address this gap, we performed bulk RNA sequencing on all mice that underwent the behavioral assessment (*n* = 40), followed by differential expression analysis in the mPFC and vHipp, examining the influence of stress across social hierarchy and treatment groups. Our analysis revealed a striking pattern: 141 unique DEGs were identified in dominant mice treated with ketamine within the mPFC, but not in the vHipp (Figure 6A). Most of these genes were downregulated in stressed animals, while the few upregulated ones displayed substantial log fold changes (LFCs) (Figure 6B). The gene with the highest absolute LFC, H2-T22, was validated in both brain regions by qPCR, showing strong and significant correlation between the RNA-seq and qPCR values (Figures S6A and S6B).

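H2-T22 (ENSMUSG00000056116), a class I gene of the mouse major histocompatibility complex, lies on the minus strand of chromosome 17 of GRCm38, from 36037128 to 36042747. Its RNA-seq expression is given here for mice of both ranks, and the qPCR values were not used here. In the mPFC, it was 5.40 ± 4.52 TMM-normalized CPM (SD, n = 9) in ketamine-treated CSDS mice and 0.678 ± 0.212 (SD, n = 10) in ketamine-treated CTRL mice. The LFC was 2.97 (standard error 0.72), the smallest unadjusted p of all genes tested in the mPFC, with an adjusted p of 0.830 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact permutation test of the log2 values, two-sided, gave p = 0.0111. Like the main test, it took single mice as units, although the paper stressed whole SB groups. In the vHipp, the values were 4.47 ± 3.75 (SD, n = 10) and 0.884 ± 0.171 (SD, n = 10) in the same groups, an LFC of 2.29 (standard error 0.57, adjusted p = 0.896 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The permutation test of these values, two-sided, gave p = 0.00744. In saline-treated mice, the mPFC had 2.68 ± 4.33 CPM (SD, n = 10) in CSDS mice and 1.58 ± 2.76 (SD, n = 10) in CTRL mice, a difference within the spread between mice (permutation test, two-sided, p = 0.63). The vHipp had 2.36 ± 2.89 (SD, n = 10) and 1.71 ± 2.65 (SD, n = 10) in saline-treated CSDS and CTRL mice (permutation test, two-sided, p = 0.501). The stress effect was larger with ketamine than with saline by 2.27 on the log2 scale in the mPFC (standard error 0.97, unadjusted p = 0.0239) and by 1.90 in the vHipp (standard error 0.78, unadjusted p = 0.0191). Neither interaction passed adjustment over all genes tested. Both depend in part on mouse 22, which raised the level of saline-treated CTRL mice. It had 9.40 CPM in the mPFC, where the nearest of them had 1.02, and 9.22 in the vHipp (nearest 1.10).
The groups' spread came from 2 separate levels of expression. In the mPFC, 8 mice had 8.65 CPM or more, and every other mouse had 1.04 or less. In the vHipp, the same 8 mice had 6.99 or more, and every other mouse had 1.52 or less. The lowest mPFC library, of mouse 39, had 2 counts, or 0.103 CPM, so levels at the low end carry large counting error. The 8 high mice were 5 ketamine-treated CSDS mice, 2 saline-treated CSDS mice and 1 saline-treated CTRL mouse. With the values in 2 separate clusters, no correlation across mice was computed. The LFC in the mPFC stayed between 2.09 (limma-voom) and 3.21 across 14 other settings with mice of both ranks, 1 of which, an offset for GC content, was chosen after the data were seen. The smallest adjusted p among them was 0.0729, from DESeq2 with the set of mouse numbers as a covariate. The class I genes of this complex are alike in sequence, and the authors' counting could have split reads between them, so the level of H2-T22 is uncertain. The neighboring class I gene H2-T23, from 36029773 to 36032855, had an LFC of 1.49 (standard error 0.40) in the mPFC and 0.80 (standard error 0.32) in the vHipp of ketamine-treated mice.

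**Figure D1:**
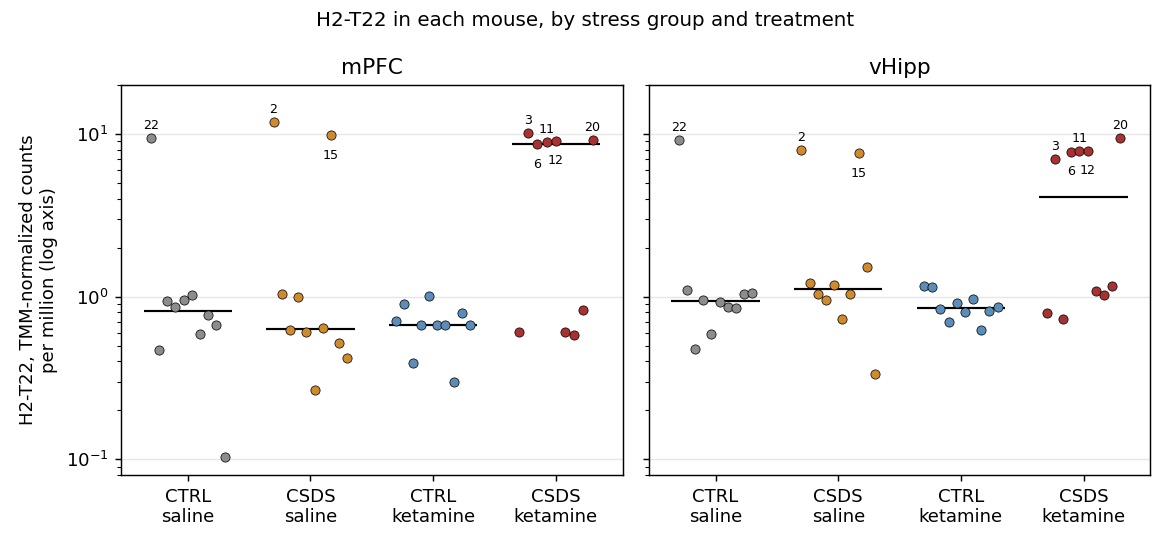
Expression of H2-T22 in each mouse, in TMM-normalized CPM on a log axis, by stress group and treatment, in the mPFC (left) and the vHipp (right). Each point is a mouse, the lines are group medians, and the numbers are those of the 8 mice at 8.65 or above in the mPFC and 6.99 or above in the vHipp.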

**Figure 6:**
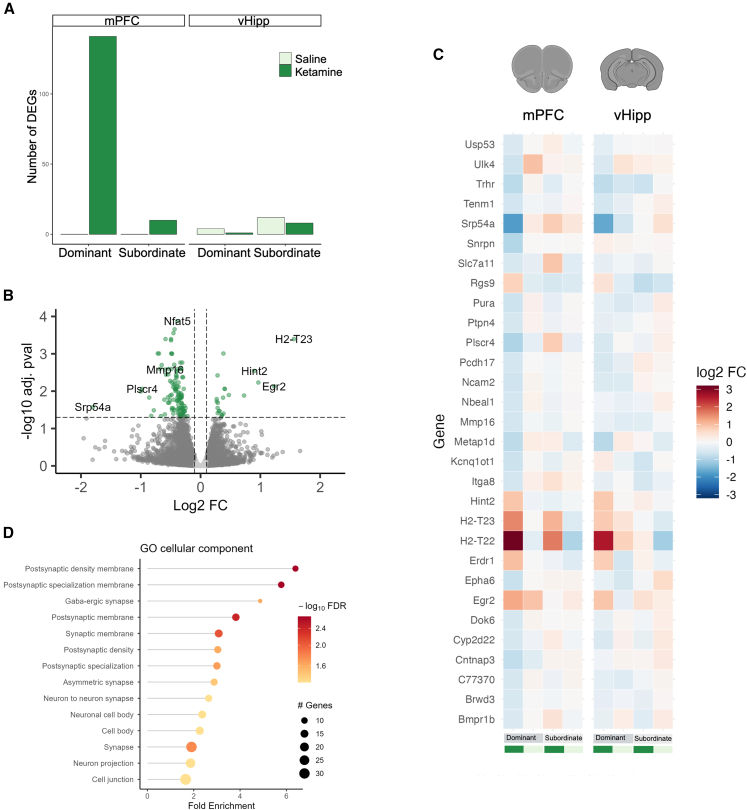
Ketamine administration leads to long-lasting, region-specific effects of gene expression in dominant male mice See also Figure S6. (A) Bar plot represents number of DEGs per condition: hierarchy rank (dominant, subordinate), treatment (saline, ketamine) within each region (mPFC, vHipp). (B) Volcano plot represents LFC of mPFC genes in ketamine-treated, dominant mice. Orange dots represent genes with absolute LFC >0.1 and FDR-adjusted *p* value <0.05. (C) Heatmap of top DEGs (ranked by absolute LFC), separately for mPFC and vHipp. Each column indicates a specific rank (dominant, subordinate) and treatment (saline, ketamine) combination. Color represents the intensity and direction of the LFC. (D) GO enrichment for category “cellular component,” using the 141 DEGs identified in the mPFC of ketamine-treated, dominant mice. Position along the x axis indicates the fold enrichment for that term; color indicates the -log of FDR-adjusted *p* value.

Upon closer inspection, we observed that the top 30 DEGs ranked by absolute LFC exhibited similar directional changes in both brain regions, though effects were markedly stronger in the mPFC (Figure 6C). Notably, these transcriptional changes were specific to dominant mice treated with ketamine, suggesting that social hierarchy critically shapes the transcriptional landscape in these brain regions and modulates molecular responses to treatment. Finally, to gain functional insight, we performed gene enrichment analysis on the 141 DEGs of the dominant, ketamine-treated mice in the mPFC (Figure 6D). This revealed enrichment in specific cellular compartments central to synaptic signaling, consistent with known mechanistic targets of ketamine. These findings indicate that synaptic remodeling might be a potential substrate for ketamine’s sustained effects. Overall, even after 7 days after administration, complex interaction effects between stress and ketamine persist at the gene expression level, with pronounced changes in the mPFC and more modest effects in the vHipp. 

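With mice of both ranks together, the stress effect in ketamine-treated mice passed the adjusted threshold of 0.05 for 0 of 28993 genes in the mPFC and 0 of 28991 in the vHipp (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, there were 1681 genes in the mPFC, of which 702 were higher and 979 lower in CSDS mice. In the vHipp, there were 1572 genes, 814 higher and 758 lower. The setting that moved the count in the mPFC most, apart from fits of the same model without single mice, gave 624 genes. It was DESeq2 with the set of mouse numbers as a covariate, on the mice whose numbers are printed in Fig. 5A–D, after a reordering of those numbers that the paper does not state. The fits without single mice, added after the data were seen, gave from 2.72% to 165% of that number. The model of that setting with all mice gave 2 genes. The interaction between stress and ketamine passed the adjusted threshold for 0 genes in either region, and 1539 genes in the mPFC and 823 in the vHipp had an unadjusted p under 0.05. The difference between the regions was tested in a fit of all 79 libraries, as the stress effect of ketamine-treated mice in the mPFC minus that in the vHipp. Of 31534 genes, 0 passed the adjusted threshold and 1294 had an unadjusted p under 0.05. The regions share mice, and libraries with the same mouse number deviated together from their group means. The median correlation across 15243 genes was 0.291 between the regions of the same mouse, over 39 mice, and -0.00321 between those of different mice. Genes are not independent replicates, and no p is given for these correlations. With the mouse as a block, for the 19 ketamine-treated mice with both regions, 0 of 29025 genes passed the adjusted threshold and 966 had an unadjusted p under 0.05. The LFC of H2-T22 differed between the regions by 0.68 (standard error 0.95) without the block and by 0.38 (standard error 0.20, unadjusted p = 0.0718 from edgeR's quasi-likelihood test) with it. The paper concludes that interactions between stress and ketamine last in gene expression, more so in the mPFC than in the vHipp.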

Future studies should dissect the functional role of these genes and clarify how hierarchy-dependent molecular signatures translate into behavioral resilience.

## Discussion

Chronic stress has long been recognized as a major risk factor for the development of psychiatric disorders, including depression, anxiety, and PTSD.^1^^,^^2^^,^^3^ Despite extensive preclinical research using rodent models, the mechanisms underlying individual variability in maladaptive stress responses remain poorly understood. One contributing factor to this gap may be the reductionist nature of traditional behavioral testing, which typically relies on brief, isolated assessments conducted in artificial settings. Such paradigms neglect critical dimensions of behavior such as social context, daily rhythms, and longitudinal adaptation. In this study, we implemented the SB, an automated and high-throughput system for continuous behavioral phenotyping in group-housed mice, to investigate the effects of chronic stress and a single ketamine administration over an 11-day period, spanning both active (dark) and inactive (light) phases. This approach allows for minimal experimenter intervention, longitudinal monitoring across both the light and dark phases, and inference of complex social behaviors, thus providing a more comprehensive view of stress-related behavioral adaptations. It also enables the identification of subtler and temporally specific changes that may be obscured in short-duration tests. Our results reveal that the behavioral impact of chronic stress varies significantly throughout the 24h light-dark cycle. During the active phase, group differences were most pronounced during the early night (ZT 14–18), when stressed mice displayed increased fragmentation of resting behavior and elevated agonistic interactions. These findings suggest that stress disrupts multiple behavioral domains during the period of peak activity, when animals are typically engaged in exploration and social interaction. During the inactive phase, we similarly observed stress-induced rest fragmentation, particularly between ZT 6–10. Notably, this period coincides with the time window during which most standard behavioral tests are typically conducted. This raises important methodological considerations, as testing during the light phase may capture only some deficits in behavior, and different timing choices could contribute to the variability and inconsistencies often reported across laboratories. Furthermore, these time windows correspond to twilight transitions, when light conditions shift between day and night (ZT 14–18 and ZT 6–10). Because mice are crepuscular animals, these periods represent ecologically relevant, high-risk windows in which they are most vulnerable to predation and exhibit heightened anxiety. This underscores the significance of our findings, as stress-related behavioral disruptions during these critical transitions may reflect an amplified threat-processing state, revealing a biologically meaningful link between circadian timing and stress susceptibility. Most importantly, our data point to the importance of longitudinal, semi-ethologically relevant behavioral testing. While traditional tests only provide a “*snapshot*” of behavior, which is likely influenced by novelty, social isolation, and experimenter handling, our SB system enables us to capture the natural dynamics and fluctuations of behavior, including daily rhythms and adaptation.

After establishing the influence of daily rhythms, we next examined another critical factor shaping stress vulnerability: social hierarchy, which introduces a social dimension to these behavioral patterns. Social structure plays a critical role in shaping stress responses and coping mechanisms. However, most behavioral tests are restricted to examining dyadic interaction, and therefore fail to capture more complex social dynamics. In both rodents and primates, including humans, social hierarchy and dominance rank are key in shaping an individual’s behavior in relation to the environment and its conspecifics, as well as its stress response. Despite this, the interaction between social hierarchy and chronic stress remains relatively underexplored. To address this gap, we quantified social hierarchies in group-housed mice using David’s score,^29^ enabling us to test whether high dominance rank amplifies or mitigates stress-induced behavioral changes. Our data indicate that dominant mice exhibit greater vulnerability to the effects of chronic stress, showing marked deficits in social interactions and rest fragmentation throughout the 11 days in the SB. These findings are consistent with the work from Larrieu et al.,^11^ who also reported that CSDS is associated with increased stress susceptibility in dominant mice, reflected by elevated anxiety behaviors, while no differences were observed in the subordinate group. This pattern reinforces the notion that dominance confers heightened sensitivity to social defeat stress, either by directly shaping stress response, or because dominance may reflect pre-existing traits that influence stress response. While our design cannot disentangle between these two possibilities, it nevertheless underscores the importance of evaluating the interplay between stress and hierarchy when using mouse models of neuropsychiatric disorders. One potential explanation for this increased vulnerability could originate from the nature of the stress paradigm. More specifically, dominant mice may be particularly challenged by the repeated defeat session, while subordinate animals, more used to defeat in the social setting, exhibit adaptive coping strategies that confer resilience to these stress conditions. This interpretation aligns with findings by Fan et al.,^30^ showing that forced social status loss is associated with depressive-such as behaviors, as indicated by increased immobility in the forced swim test (FST), which can be reversed by ketamine administration. Additionally, an association between increased stress levels and high social rank has also been reported in other species where despotic dominance is maintained through frequent physical reassertion of dominance, or when hierarchy is unstable.^13^^,^^31^ Finally, in humans, social status threat is a recognized risk factor for psychiatric conditions like major depression and substance abuse disorders, particularly in men.^32^^,^^33^ It’s worth noting that other studies have concluded that subordinate, rather than dominant mice, exhibit increased vulnerability to stress.^10^ These discrepancies may arise from differences in the stressors employed,^12^ as well as from the methodological approaches used to quantify social hierarchy and stress vulnerability. Whereas many prior studies rely on experimenter-driven dominance assays such as the tube test and single-endpoint behavioral readouts, our SB approach quantifies hierarchy and social interactions continuously within stable groups living in an enriched, naturalistic environment. While most studies use social interaction as a single metric to evaluate vulnerability to stress, our naturalistic and longitudinal approach may provide a more comprehensive view, possibly capturing different aspects of the stress-hierarchy interaction. Finally, we want to clarify that our analysis did not aim to generate the classical binary split into susceptible or resilient animals. Rather, we suggest that specific subgroups (namely dominant mice) are more vulnerable to the effects of chronic social defeat, as evidenced by stronger behavioral disruptions. Consistently, our analytical strategy focused on directly comparing stressed vs. control animals within the dominant and subordinate groups.

Overall, this evidence underscores the translational relevance of our findings and highlights the need to integrate social hierarchy as a core variable in stress research. While our findings offer valuable insights, future studies should determine whether hierarchy-stress interactions extend to other chronic stress paradigms and experimentally manipulate group hierarchy to directly test its causal role in stress vulnerability. Additionally, a limitation of the present study is that hierarchy was calculated using behavioral measures that also overlap (through only partially) with some of the outcome variables, and baseline measurements were not available to fully disentangle pre-existing rank-related differences from stress-induced changes. Future studies incorporating baseline assessments would help separate these effects more clearly and further strengthen the interpretation of hierarchy-dependent stress responses. Finally, our experiments were conducted in male mice, which limits generalizability across sexes. Notably, the CSDS paradigm is inherently male-biased, as female mice rarely exhibit the sustained aggression required for repeated defeat. To address this gap, future work should incorporate modified versions of CSDS for females or alternative paradigms, such as chronic unpredictable mild stress, to investigate hierarchy-dependent stress vulnerability and treatment response in a sex-specific manner.

With hierarchy identified as a factor associated with stress vulnerability, we next asked whether pharmacological interventions could mitigate these effects. Ketamine, an NMDA receptor antagonist, offers a unique opportunity to address this question given its rapid and sustained antidepressant properties. Over the past decade, ketamine has transformed psychiatric treatment, yet the mechanisms underlying this dual timing of effect have not been fully elucidated. Moreover, substantial interindividual variability in treatment response persists, with some individuals experiencing robust and durable benefits, while others show limited effects. To explore this, we examined whether ketamine could reverse stress-induced behavioral alterations in our SB paradigm, providing a high-resolution view of its effects over time (up to 7 days after administration). Our data reveal that dominant mice previously exposed to chronic stress exhibit behavioral recovery following ketamine administration, displaying activity and social patterns comparable to control animals. In contrast, stressed dominant mice receiving saline maintained behavioral signatures of chronic stress, characterized by persistent rest fragmentation and altered agonistic interactions, throughout the remaining days in the SB. These findings suggest that ketamine attenuates the long-term behavioral consequences of chronic social stress, restoring both rest structure and social behavior toward baseline levels. It should be noted that ketamine also partially shifts the behavioral pattern in control animals, which increases the chance of misclassification. However, specific behavioral features remain uniquely and consistently rescued in stressed mice, supporting the conclusion that ketamine selectively mitigates stress-induced deficits. Although our sample size precluded detailed day-by-day mapping of ketamine’s behavioral trajectory, our results indicate that its therapeutic effects can be captured in the SB for up to seven days after treatment administration. This is in contrast with our previous findings using the FST, where ketamine-induced reductions in immobility were only detected for 5 days post-injection and disappeared by day 7.^26^ Our new findings highlight the greater sensitivity of the SBs, which captures sustained and ecologically relevant behavioral improvements beyond the temporal window detected by conventional tests. Nevertheless, future studies should include larger cohorts to enable fine-grained temporal analysis of ketamine’s effects at the behavioral level, and dissection of the implications of single dominance ranks in treatment response.

This sustained behavioral recovery prompted a critical question: do these improvements reflect underlying molecular adaptations, and does social hierarchy modulate this response? To address this, we performed bulk mRNA sequencing of the mPFC and vHipp, identifying DEGs between control and stressed mice across social hierarchy ranks and treatment conditions. In subordinate animals, as well as in saline-treated mice, the number of DEGs was very limited in both regions. In contrast, we identified 141 unique DEGs in the mPFC of dominant mice treated with ketamine, a subset that showed similar but attenuated fold-change patterns in the vHipp. These hierarchy-dependent transcriptional changes suggest that ketamine’s molecular effects are shaped by social context, reinforcing the behavioral evidence for rank-specific vulnerability and recovery. 

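In saline-treated mice of both ranks, the comparison of CSDS with CTRL mice gave 0 DEGs in the mPFC and 0 in the vHipp at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the mPFC, 852 genes had an unadjusted p under 0.05, 401 of them higher and 451 lower in CSDS mice. In the vHipp, 1615 genes did, 890 higher and 725 lower. The smallest adjusted p in the vHipp was 0.346, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for Ttr. Ttr had an LFC of 6.12 (standard error 1.26), and its highest values were in mouse 9, at 654 TMM-normalized CPM, and mouse 13, at 66.1. Among saline-treated CTRL mice, the highest was 7.61. DESeq2 with the set of mouse numbers as a covariate gave 1 DEG in the vHipp of saline-treated mice, Kcns3, with an LFC of 0.41 (standard error 0.084, adjusted p = 0.0307 from the DESeq2 Wald test with Benjamini-Hochberg adjustment). Kcns3 was singled out after its values were seen. The same model on the mice listed in Fig. 5A–D gave 14 DEGs in the mPFC and 9 in the vHipp after a reordering of the numbers that the paper does not state, and 5 and 8 on the mice not listed. With numbers and treatments as printed, a reading chosen after the data were seen, it gave 38 and 30. Subordinate mice were not analyzed on their own.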

Gene enrichment analysis revealed that these DEGs were significantly enriched in synaptic and postsynaptic compartments. This is consistent with well-known targets of ketamine.^16^ By linking behavioral recovery to synaptic pathways, our results highlight a convergence between molecular-level plasticity and social context, offering a mechanistic basis for hierarchy-dependent treatment outcomes. Together, these findings indicate that a single dose of ketamine induces persistent transcriptional remodeling in stress-sensitive brain circuits that linger seven days post-administration, and that these effects are modulated by social hierarchy rank, providing molecular evidence supporting the sustained behavioral improvements observed in dominant mice.

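The effect of ketamine itself, 7 days after the injection, was measured between ketamine-treated and saline-treated mice within each stress group, with mice of both ranks together. In CTRL mice, 0 genes passed an adjusted p of 0.05 in either region (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 505 genes were higher and 551 lower with ketamine in the mPFC, and 382 were higher and 454 lower in the vHipp. In CSDS mice, 0 genes passed the adjusted threshold in either region as well. There were 1252 genes at an unadjusted p under 0.05 in the mPFC, 526 higher and 726 lower with ketamine, and 842 in the vHipp, 403 higher and 439 lower. Each of these 4 counts of adjusted calls stayed at 0 in every other setting run with mice of both ranks.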

Future studies should build on these findings by integrating the identified region-level transcriptional signatures with cell-type-resolved and spatially informed approaches, enabling the dissection of the specific cellular populations and circuit-level interactions through which these molecular programs contribute to stress resilience and antidepressant effects.

Overall, the key advance of this study is that it integrates continuous, naturalistic group-housed behavioral phenotyping across circadian phases with region-resolved transcriptomics to show that both stress vulnerability and ketamine response differ as a function of social hierarchy position, with distinct molecular signatures in the mPFC versus hippocampus.

### Limitations of the study

Our study suggests that social dominance confers heightened sensitivity to social defeat stress. However, due to the nature of the CSDS paradigm, female mice were not included in the study. Future work should evaluate whether the current findings generalize to both sexes. Additionally, our study design cannot fully disentangle whether the association between increased vulnerability to social stress and dominance is a direct result of dominance on the stress response, or whether dominant mice possess pre-existing traits that influence the stress response. Finally, our current experimental design and number of animals allowed us to only separate the mice into dominant and subordinate categories when evaluating the effects of ketamine. Further research is needed to fully separate the effects of the single hierarchy ranks and to increase the temporal resolution when evaluating treatment efficacy.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Juan Pablo Lopez ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

#### Data

• Bulk RNA-seq data have been deposited at Gene Expression Omnibus (GEO) as “GEO: GSE325386” and are publicly available as of the date of publication.
• All data reported in this paper will be shared by the lead contact upon request.

#### Code

• All original code has been deposited at GitHub and is publicly available at https://github.com/LopezLab-KI/Behavioral_analysis_SB as of the date of publication.

#### Additional information

Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Lucas Dumargne, Cornelia Flachskamm, and Rainer Stoffel, as well as the animal facilities and staff at the Max Planck Institute of Psychiatry and the Animal Behavior Core Facility (ABCF) at 10.13039/501100004047Karolinska Institutet for their technical assistance and support. The computations/data handling were enabled by resources provided by the National Academic Infrastructure for Supercomputing in Sweden (NAISS), partially funded by the Swedish Research Council through grant agreement no. 2022-06725. The authors acknowledge support from the National Genomics Infrastructure in Genomics Production Stockholm funded by 10.13039/501100009252Science for Life Laboratory, the 10.13039/501100004063Knut and Alice Wallenberg Foundation and the Swedish Research Council, and NAISS/10.13039/501100015701Uppsala Multidisciplinary Center for Advanced Computational Science for assistance with massively parallel sequencing and access to the 10.13039/501100015701UPPMAX computational infrastructure. JPL receives research funding from the 10.13039/501100003748Swedish Society for Medical Research (SSMF) (grant no. SG-22-0204), the Swedish Research Council (VR) (grant no. 2023-02499), the 10.13039/501100003792Swedish Brain Foundation (Hjärnfonden) (grant nos. FO2023-0313 and FO2024-0038), the Strategic Research Area Neuroscience (StratNeuro), and the 10.13039/501100000781European Research Council (ERC) (grant no. 101116064) through a Starting Grant.

## Author contributions

Conceptualization: S.G. and J.P.L.; methodology: S.G. and J.P.L.; data analysis: S.G. and J.P.L.; software: S.G., X.J., C.S.C., T.B., D.U., and Y.S.; investigation: S.G., A.K., and E.C.P.; validation: S.G., O.B., M.M.H., F.S.Z., and E.C.P.; resources: A.C. and J.P.L.; data curation: S.G., X.J., C.S.C., O.B., M.M.H., and F.S.Z.; visualization: S.G. and P.F.; supervision: J.P.L.; writing – original draft: S.G. and J.P.L.; writing – editing: All authors; project administration: J.P.L. funding acquisition: J.P.L.

## Declaration of interests

All authors have confirmed that they have no financial or non-financial conflicts that could affect their objectivity or the content of the article.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used ChatGPT in order to assist with writing and debugging the scripts used for data analysis. After using this tool or service, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

CORT double antibody 125I RIA kit	MP Biomedicals Inc.	Cat# 07120102; RRID: AB_2783720

**Chemicals, peptides, and recombinant proteins**		

(R,S)-ketamine Hydrochloride - Ketaset	Zoetis	N/A

**Critical commercial assays**		

miRNeasy Micro kit	Qiagen	Cat # 217084
High-Capacity cDNA reverse transcription kit	Thermo Fisher Scientific	Cat # 4368814
QuantiFast SYBR green PCR kit	Qiagen	Cat # 204056

**Deposited data**		

Bulk RNA sequencing data	This Manuscript	GEO: GSE325386
Code for behavior classifiers	This Manuscript	https://github.com/LopezLab-KI/Behavioral_analysis_SB

**Experimental models: Organisms/strains**		

Mouse: CD-1 (ICR) male mice	MPI Biochemistry (Germany)	N/A

**Oligonucleotides**		

*Gapdh* fwd primer qpcr	Integrated DNA Technologies	CCATCACCATCTTCCAGG AGCGAG
*Gapdh* rev primer qpcr	Integrated DNA Technologies	GATGGCATGGACTGTGG TCATGAG
*Rpl13* fwd primer qpcr	Integrated DNA Technologies	CACTCTGGAGGAGAAAC GGAAGG
*Rpl13* rev primer qpcr	Integrated DNA Technologies	GCAGGCATGAGGCAAAC AGTC
*H2-T22* fwd primer qpcr	Integrated DNA Technologies	GGAGCAGGAGGAAGCAG ATA
*H2-T22* rev primer qpcr	Integrated DNA Technologies	TTGGGTTTTCGTTCAGGG TG

**Software and algorithms**		

QuantStudio Real-time PCR software	Applied Biosystems	https://www.thermofisher.com/se/en/home/tech nical-resources/software-downloads/quantstudio-6-7-pro-real-time-pcr-system.html
DeepLabCut v 2.3.3	Mathis et al. (2018)^34^	https://deeplabcut.github.io/DeepLabCut/README.html
SimBA v 1.70.2	Nilsson et al. (2020)^35^	https://github.com/sgold enlab/simba
nlme package v 3.1.163 in R	Pinheiro et al. (2026)^36^	https://doi.org/10.32614/CRAN.package.nlme
lme4 package v 1.1.37 in R	Bates et al. (2015)^37^	https://doi.org/10.32614/CRAN.package.lme4
emmeans package v 1.10.2	Lenth et al. (2026)^38^	https://doi.org/10.32614/CRAN.package.emmeans
mixOmics package v 6.26 in R	Rohart et al. (2017)^39^	https://mixomics.org/
DeSeq2 package v 1.42.1 in R	Love et al. (2014)^40^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
shinyGO 0.85	Ge et al. (2020)^41^	https://bioinformatics.sd state.edu/go/
BioRender	BioRender	https://www.biorender.c om/

### Experimental model and study participant details

Non sibling male CD-1 mice (ICR), aged 9–10 weeks old, were group-housed in individually ventilated cages (IVCs) with sufficient bedding and nesting material. Mice were bred in the animal facility of the Max Planck Institute of Biochemistry (Martinsried, Germany). Animals were maintained under a pathogen-free, temperature- and humidity-controlled environment (23°C ± 1°C and 55% ± 10%, respectively), on a 12-h light-dark cycle (lights on at 7 a.m.). Food and water were provided *ad libitum*. All experiments were performed in accordance with the European Communities’ Council Directive 2010/63/EU. All protocols were approved by the Ethics Committee for the Care and Use of Laboratory Animals of the government of Upper Bavaria, Germany and by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science (Rehovot, Israel).

### Method details

#### Chronic social defeat stress paradigm

To preserve group integrity required for the social boxes, we implemented a modified version of the chronic social defeat stress (CSDS) paradigm. In this version, experimental mice were not co-housed with a dominant resident mouse after each defeat. Instead, they were returned to their original home cage with their regular group members. Maintaining group integrity is critical. If group housing is disrupted for more than 48 h, reintroducing mice into their original group can trigger heightened aggression, leading to serious fights, injuries, or even death. This constraint necessitated the modified protocol. To ensure sufficient stress induction despite the absence of post-defeat cohabitation, the duration of the protocol was extended from the standard 10 days to 21 consecutive days. Each day, experimental mice were introduced daily into the home cage of dominant resident mouse, triggering an attack on the intruder. Immediately upon presentation of the defeat posture by the subordinate mouse, mice were separated in order to avoid serious injuries. Experimental mice were then placed back in their home cages until the following day. Every day, for a total of 21 days, mice were defeated by a different CD1 aggressive mouse. Defeat encounters were randomized, with variations in starting time (between 8:00 a.m. and 6:00 p.m.) to decrease the predictability to the stressor and minimize habituation effects. Control mice were group-housed in the same room as the stressed mice during the CSDS protocol. Throughout the CSDS procedure, all home cages remained standard individually ventilated mouse cages (IVC cages). All animals were weighed 3 times a week, and their coat stated was assessed and scored on a scale of 1–4, according to the following criteria: [1] No wounds, well-groomed and bright coat, and clean eyes; [2] no wounds, less groomed and shiny coat, OR unclean eyes; [3] small wounds, AND/OR dull and dirty coat, and not clear eyes; [4] extensive wounds, OR broad piloerection, alopecia, or crusted eyes.

#### Experimental endpoint and tissue collection

At experimental endpoint, all mice received an isoflurane overdose and target tissues were dissected for molecular experiments. Trunk blood was collected for the assessment of basal CORT levels. Adrenal glands were dissected from fat and weighed. The brains were collected and snap-frozen using 2-methylbutane for dissection of regions of interest.

#### Plasma CORT measurement

Blood sampling was performed during endpoint (8:00 a.m.) by collecting trunk blood after decapitation. All samples were kept on ice until centrifugation (20°C), and 11 μL of plasma was removed for measurement of CORT. All plasma samples were stored at −20°C until CORT measurement took place. CORT concentrations were quantified by radioimmunoassay (RIA) using a CORT double antibody 125I RIA kit (sensitivity: 25 ng/mL; MP Biomedicals Inc.) following the manufacturer’s instructions. Radioactivity of the pellet was measured with a gamma counter (Wizard2 2470 Automatic gamma Counter; PerkinElmer). All samples were measured in duplicate, and the intra- and inter-assay coefficients of variation were both below 10%. Final CORT levels were derived from the standard curve.

#### The social box arena

The behavior of mice was assessed in ‘Social Box’ (SB) arenas, designed for automated tracking of individual and group behaviors, as described previously. The SB arena consists of a 60 cm × 60 cm box that includes the following objects: a closed nest, an open nest, 2 elevated ramps, an S-shaped wall, 2 water bottles, and 2 feeders. Food and water were available *ad libitum*. The arenas were illuminated at ca. 2 lx during the dark phase (12 h) and at ca. 200 lx during the light phase (12 h). A color-sensitive camera (Manta G-235C, Allied-Vision) was placed 1 m above the arena and recorded continuously. The fur of all mice was painted using four different hair dyes, in order to enable identification by automatic video tracking. Painting was carried out under mild isoflurane anesthesia (ca 10 min). Paint was applied using a paint brush, and excess color removed with tissues. Immediately after painting, mice were single-housed for approximately 2 h, before being regrouped in their original home cages. Mice were left to recover for several days before the start of the experiments. Mice trajectories were automatically tracked using the markerless pose estimation software DeepLabCut^34^^,^^42^^,^^43^ (DLC). Behavioral metrics were calculated by using a combination of custom-based software written in python, and Simple Behavior Analysis^35^ (SimBA). Following the completion of the CSDS (21 days), mice were transferred to the SB right before the onset of the dark phase and were kept there for 4 days (4 dark and 4 light phases: baseline). On the 4^th^ day, mice were temporarily removed from the SB and administered either (R,S)- ketamine (10 mg/kg) or saline intraperitoneally. Mice were subsequently returned to the SB, where they were monitored for the next 7 days (7 dark and 6 light phases). To avoid excessive habituation to the SB environment, each mouse group was swapped to a different SB (containing the bedding of a different group) every 2 days, following treatment administration. All animals within a group were always moved together. Exposure to another group’s environmental scent was intentionally used to limit habituation to the environment and to challenge ongoing social interactions, promoting exploration and social contact.

#### SB behavioral analysis

The following behaviors were automatically detected throughout the recordings: locomotion-related readouts (distance traveled, average speed, average acceleration, speeding, being motionless), interactions with objects in the SB (nest, open nest, two ramps, S wall, two feeders, two water sources) and social interactions (following, chasing, inter-mouse proximity, anogenital sniffing, head-to-head sniffing, head-to-side sniffing). For each behavioral readout, the total duration, number of events, and mean event duration were calculated across the time bins of interest. In addition, several secondary metrics were derived, including ramp preference, feeder preference, water-source preference, interaction with enrichment, sniffing-to-chase ratio, and chaser-to-chased ratio. All behavioral readouts were normalized to “time outside nest”, to account for different baseline exploration levels. Behavioral data were analyzed following a predefined, stepwise framework. First, data were analyzed across the full four-night post-stress period to capture overall group-level effects. In a second step, the first night was analyzed separately to assess the acute response to the novel environment, while nights 2–4 were analyzed together to examine more stable post-habituation behavioral patterns. Within this framework, nights 2 and 3 were emphasized because behavioral activity typically declines by night 4, reducing interpretability at later time points, consistent with previous Social Box studies.^26^^,^^29^^,^^44^^,^^45^ PCA analysis was performed in R using the mean values of these normalized behavioral readouts, summarized over windows of two, four, six or 12 h over the first four dark or light phases. These window sizes were systematically explored to characterize time-dependent differences between groups, and the ZT 14–18 interval was selected for the subsequent analysis because it provided the clearest separation between conditions. This temporal analysis was intentionally exploratory and designed to identify intervals of maximal behavioral divergence, rather than to test a pre-specified time window. Importantly, the PC scores were used as an exploratory and organizational tool, with the aim of summarizing many behavioral readouts and capturing underlying trends, such as relevant time windows and subgroup differences. Once these patterns were identified, we examined the underlying behavioral components driving the PCA effects. Linear mixed-effects models (LMMs) were fit in R using the “nlme” package,^36^ and generalized linear mixed-effects models (GLMMs) were fit using the “lme4” package.^37^ Type I ANOVA was performed. Pairwise comparisons were conducted using the “emmeans” package,^38^ and *p*-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. The sPLS-DA model was fit using the R package “MixOmics”.^39^

#### RNA extraction, quality control and bulk RNA-sequencing

Brain regions of interest (mPFC, vHipp) were dissected at the cryostat using a 1 mm punching needle, on 200 μm slices. Messenger RNA (mRNA) samples were extracted using the miRNeasy Micro Kit (Qiagen), according to the manufacturer’s instructions. RNA quality was assessed by Bioanalyzer, removing samples that showed RIN values < 8 and libraries prepared according to the “Illumina Stranded mRNA Prep” library preparation. Samples were sequenced at the National Genomic Infrastructure (Sweden) on NovaSeqXPlus (NovaSeqXSeries Control Software 1.2.0.28691) with a 151 nt(Read1)-10nt(Index1)-10nt(Index2)-151nt(Read2) setup using ‘10B’ mode flowcell. The Bcl to FastQ conversion was performed using bcl2fastq_v2.20.0.422 from the CASAVA software suite. The quality scale used was Sanger/phred33/Illumina 1.8+. The reference genome for annotation was GRCm38.

#### Differential expression analysis

Count data was imported in R package DeSeq2.^40^ Quality control led to removal of one outlier. Genes with low counts (total counts ≤10), and present in ≤3 samples were filtered out. The data was then analyzed with the formula Y ∼ SB + condition, to account for social group batch effects. Independent filtering was set to True during DEGs calculation, and genes were considered differentially expressed with padj<0.05. Because our primary objective was to investigate how ketamine and social hierarchy influence stress-related responses, we centered our analysis on group-level contrasts between stressed and non-stressed conditions, in line with the behavioral and physiological analyses.

#### GO enrichment analysis

Gene ontology (GO) enrichment analysis was performed using the web-based tool ShinyGo.^41^ Significantly DEGs were used as input, and enrichment was assessed across the Biological Process, Molecular Function, and Cellular Component GO databases. FDR-adjusted *p*-values were used to identify significantly enriched terms.

#### Reverse transcription and qRT-PCR

Total RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Real-time PCR reactions were run in triplicate using the QuantiFast SYBR Green PCR Kit (Qiagen) and ABI QuantStudio6 Flex Real-Time PCR System and data was collected using the QuantStudio Real-Time PCR software (Applied Biosystems). Expression levels were calculated using the standard curve, absolute quantification method. The geometric mean of the endogenous expressed genes Rpl13 and *Gapdh* were used to normalize the data.

### Quantification and statistical analysis

For each graph, the sample size, center and dispersion measures as well as the statistical test used are described in the corresponding figure legend. When ANOVA was used, Shapiro-Wilk normality test was used to verify normality in data distribution. In case normality was not met, non-parametric test such as Kruskal-Wallis rank-sum test was used. When linear mixed-effects models were used, type I ANOVA was applied to assess the significance of fixed-effects Model assumptions, including normality of residuals and homoscedasticity, were verified using standard diagnostic plots (e.g., Q-Q plots, residual vs. fitted plots).

# Supplementary material for: Social hierarchy shapes behavioral and transcriptional responses to chronic stress and ketamine in male mice
**Source:** iScience. 2026 Jul 21;29(8):116825. doi: 10.1016/j.isci.2026.116825
**Supplement:** Document S1. Figures S1–S6

## **Supplemental information**

### **Social hierarchy shapes behavioral and transcriptional responses to chronic stress and ketamine in male mice**

**Serena Gasperoni, Xiuqi Ji, Choham Sudre-Chinsky, Eduardo Cáceres Pajuelo, Fatemeh Sadat Zolfaghari, Otto Boldemann, Manar Manla Hasan, Tommaso Biagini, Daniil Umanski, Yair Shemesh, Aron Kos, Paula Fontanet, Alon Chen, and Juan Pablo Lopez**

## Supplementary Figures

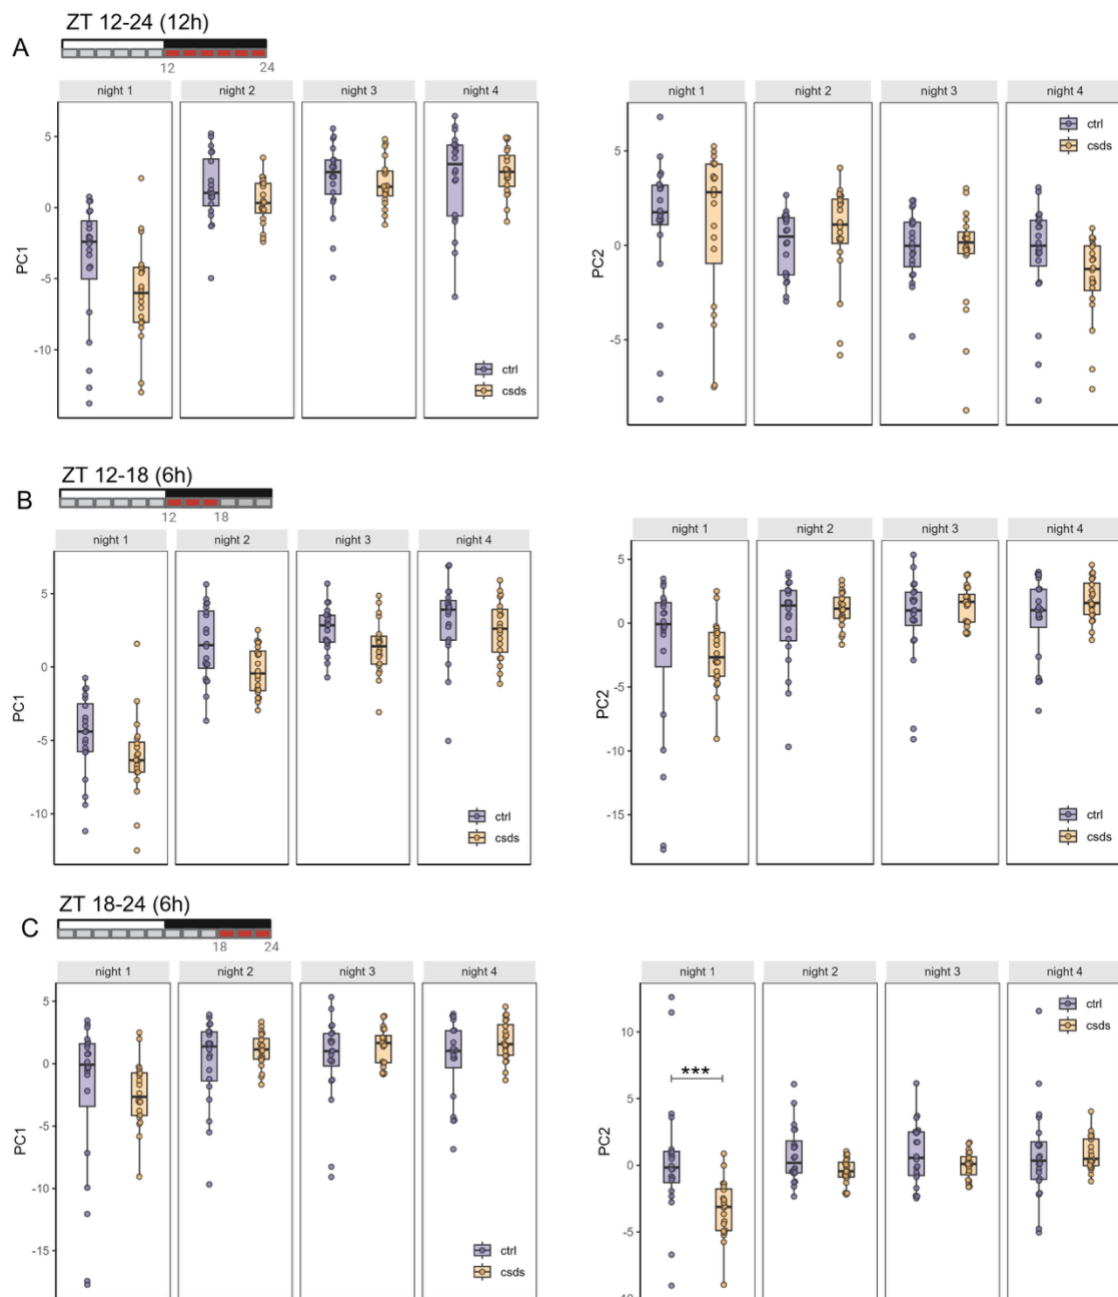

**Figure S1. Evolution of PC1 and PC2 during the dark phase (12h and 6h intervals). Related to Figure 2.** (A) Evolution of PC1 and PC2 in CTRL (violet) and CSDS (orange) mice at ZT12-24, separately for four days. (B,C) Evolution of PC1 and PC2 in CTRL (violet) and CSDS (orange) mice at ZT12-18 (B) and ZT18-24 (C), separately for four days. Data were analyzed using linear mixed-effect models with *group*, *day*, and their interaction as fixed effect, and *mouse ID* as a random intercept. Zeitgeber Time (ZT). \*\*\*  $p < 0.001$ .

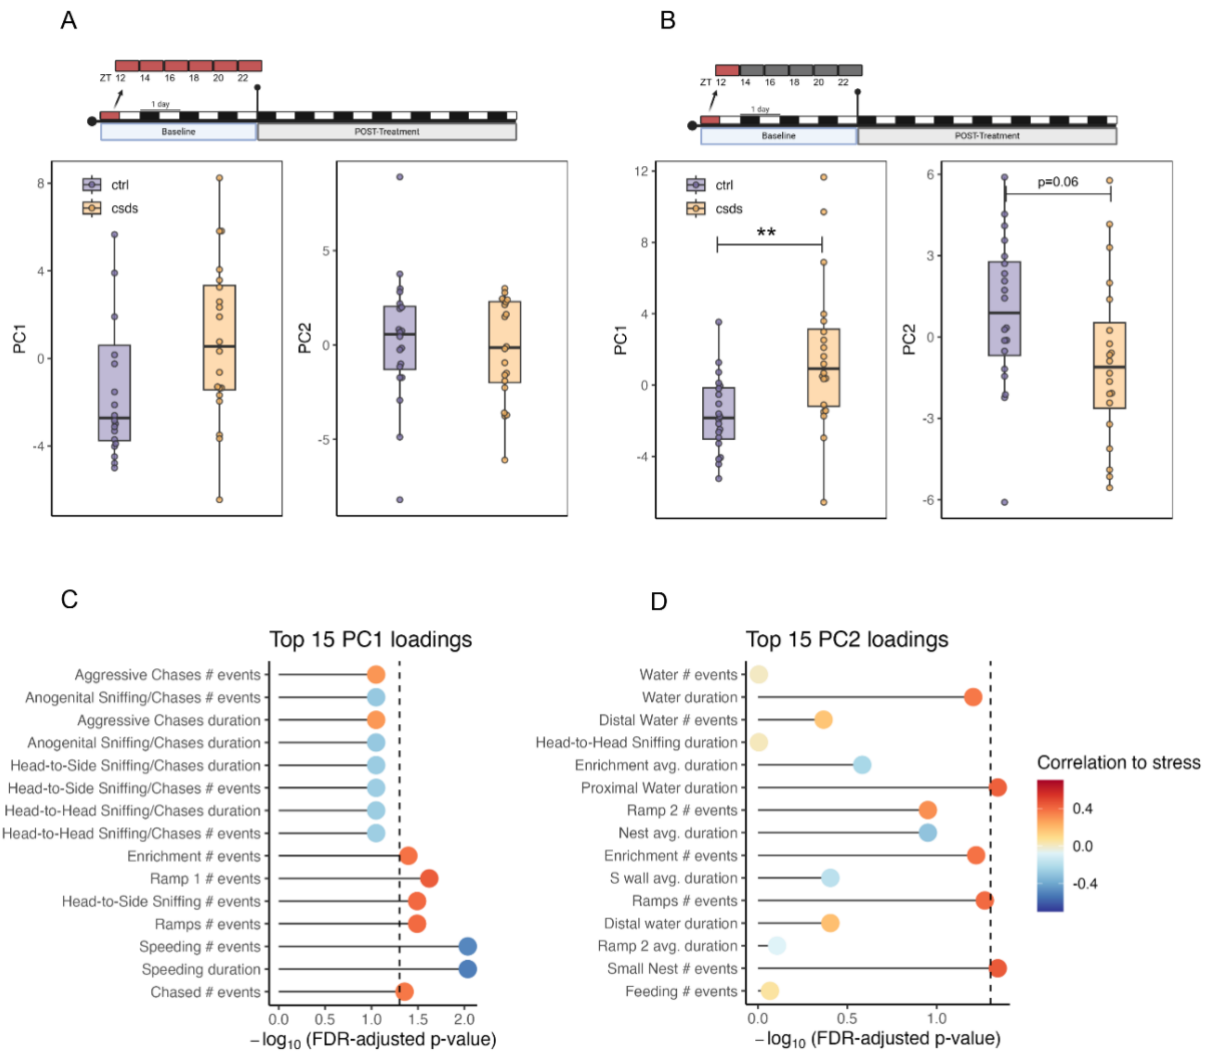

**Figure S2. Acute effects of stress on SB exploration. Related to Figure 2. (A)** PC1 and PC2 across groups on the first night (12h) in the SB. Data represents mean  $\pm$  SEM;  $n=20$  per condition. Unpaired  $t$  test, two-tailed. **(B)** PC1 and PC2 across groups on the first 2 hours in the SB. Data represents mean  $\pm$  SEM;  $n=20$  per condition. Unpaired  $t$  test, two-tailed. **(C,D)** Correlation (Pearson) of top 15 PC1 (D) and PC2 (E) loadings to group (CTRL, CSDS) membership, referring to the first 2 hours in the SB. Dashed line indicates  $-\log_{10}$  (FDR-adjusted p-value) = 1.25; values on the right of the line indicate behavioral metrics significantly correlated with stress. Color represents direction and intensity of the correlation (using CTRL as reference). Zeitgeber Time (ZT)  $** p < 0.01$ .

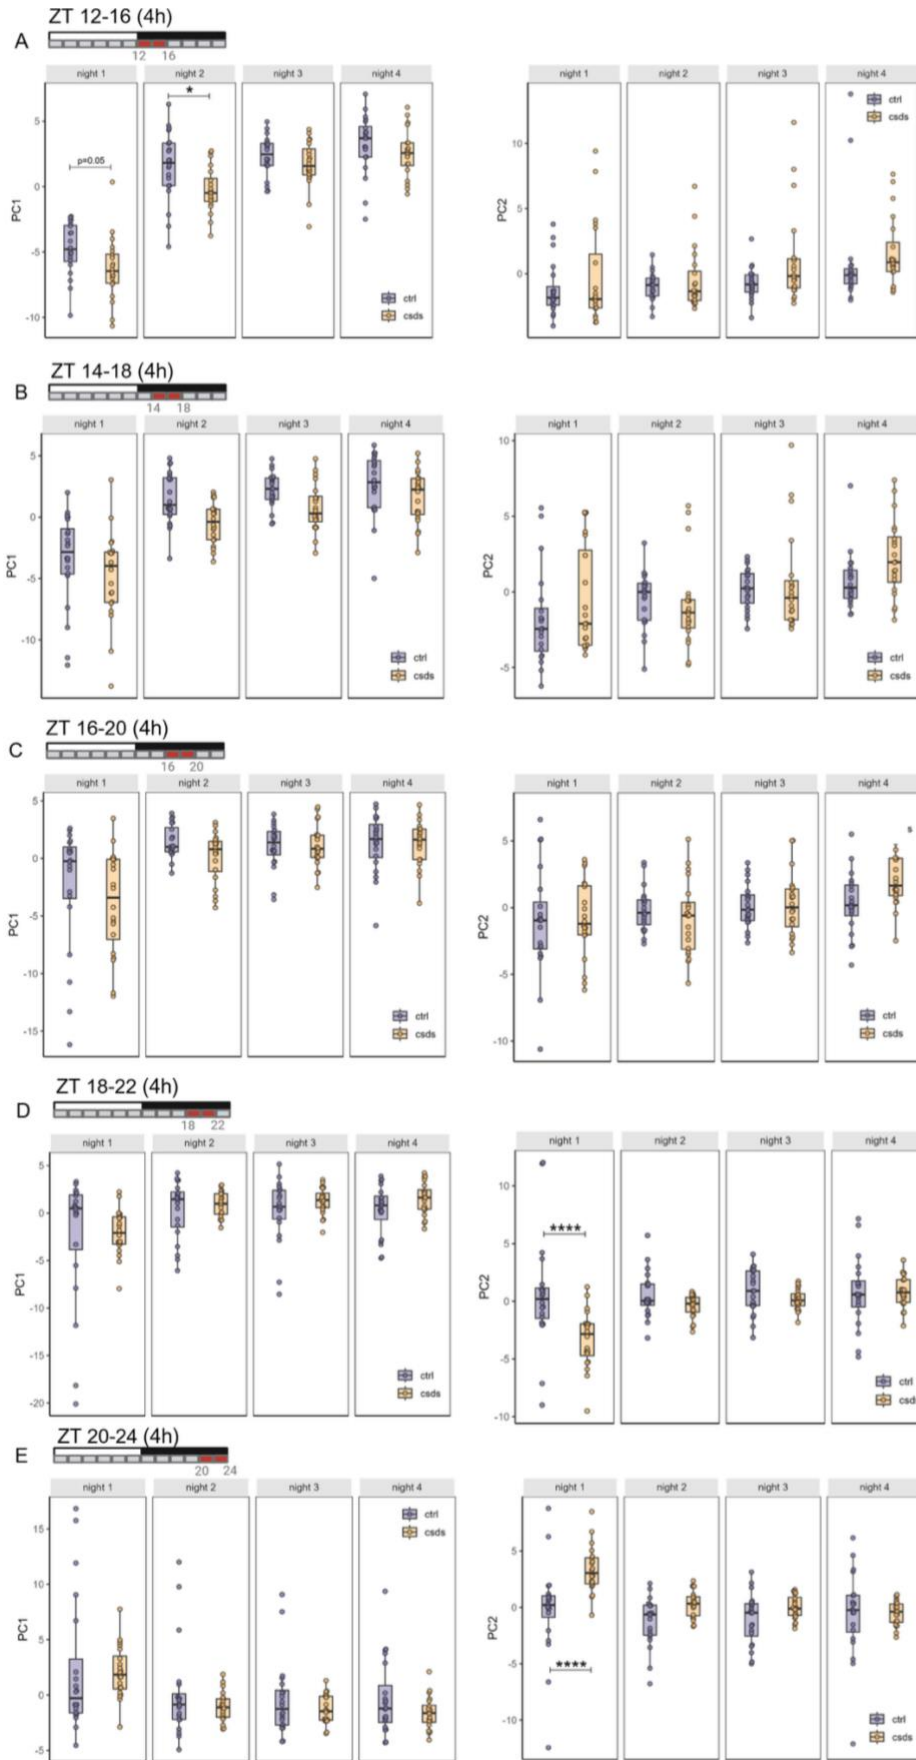

**Figure S3. Evolution of PC1 and PC2 during the dark phase (4h intervals). Related to Figure 2. (A-E)** Evolution of PC1 and PC2 in CTRL (violet) and CSDS (orange) mice at ZT12-16 (A), ZT14-18 (B), ZT16-20 (C), ZT18-22 (D) and ZT20-24 (E), separately for 4 days. Analyzed using linear mixed-effect models with *group*, *day*, and their interaction as fixed effect, and *mouse ID* as a random intercept. Zeitgeber Time (ZT). \*  $p < 0.05$ , \*\*\*\*  $p < 0.0001$ .

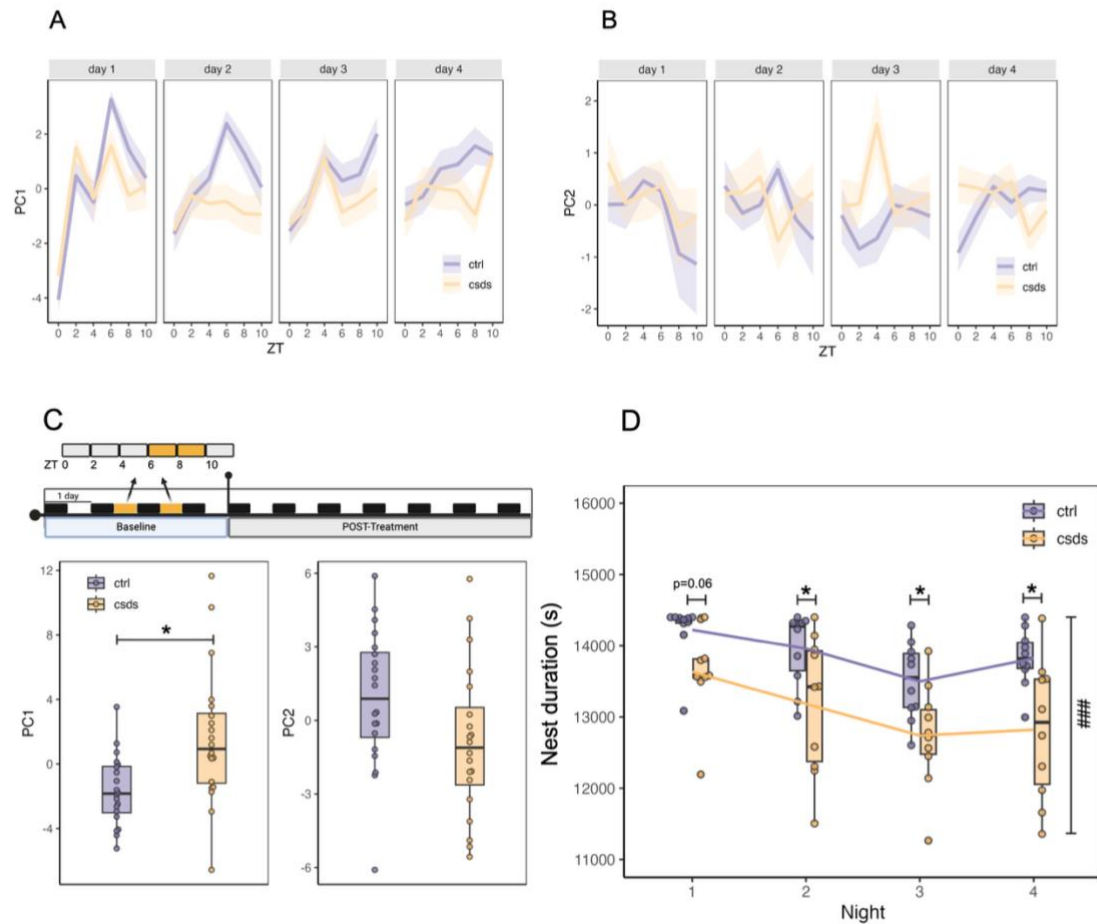

**Figure S4. Evolution of PC1 and PC2 during the light phase. Related to Figure 2. (A,B)** Evolution of PC1 (A) and PC2 (B) in CTRL (violet) and CSDS (orange) over 2-hours intervals, separately for four days. The x axis represents the Zeitgeber time (ZT), where ZT0 indicates the onset of the light phase. Data were analyzed using linear mixed-effect models with *group*, *day*, and their interaction as fixed effect, and *mouse ID* as a random intercept. **(C)** Selected time interval for dissecting the stable effects of stress on behavior during the light phase. Panels show PC1 and PC2 components across the groups. Data represents mean  $\pm$  SEM; n=20 per condition. Data were analyzed using linear mixed-effect models with *group*, *day*, and their interaction as fixed effect, and *mouse ID* as a random intercept. **(D)** Evolution of time in the nest throughout the 4 days in the SB, at the selected time. Data were analyzed using linear mixed-effect models with *group*, *day*, and their interaction as fixed effect, and *mouse ID* as a random intercept. Zeitgeber Time (ZT) \*  $p < 0.05$ , \*\*  $p < 0.01$ , ###  $p < 0.001$ .

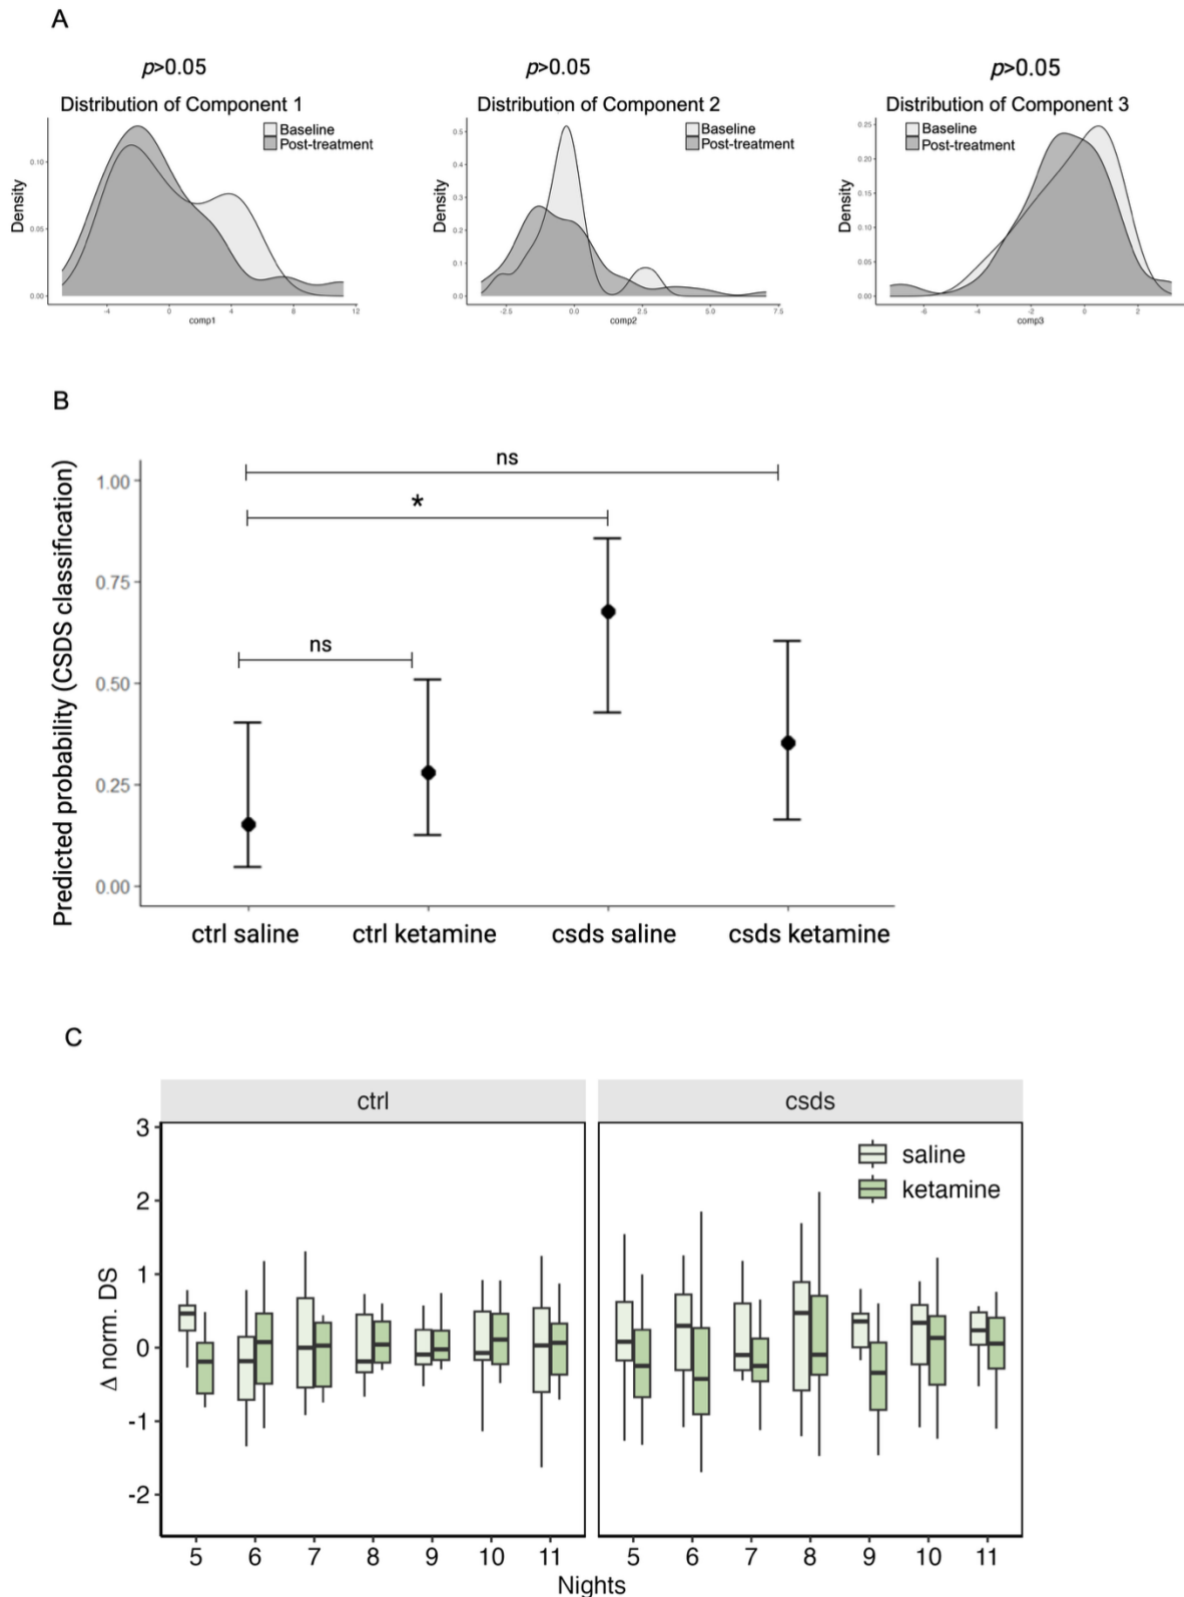

**Figure S5. Treatment effects on sPLS-DA Components and normDS values. Related to Figure 5. (A)** Comparison of distribution of baseline (light grey) and post-treatment (dark grey) sPLS-DA Component 1, 2 and 3, in saline-treated mice. Kolmogorov-Smirnov test. **(B)** Estimated marginal means (predicted probabilities) of CSDS classification for each group x treatment condition from a generalized linear mixed-effects model with group and treatment as fixed effects and subject ID as a random effect. Data refers to nights 1-7 following treatment administration. Error bars represent 95% confidence intervals. Post-hoc comparisons were FDR-adjusted. \*  $p < 0.05$ . **(C)** Change (to baseline) in normDS values after treatment (*saline*, *ketamine*) in CTRL and CSDS mice. Data were analyzed using linear mixed-effect models with *group*, *treatment*, and their interaction as fixed effect, and *mouse ID* as a random intercept.

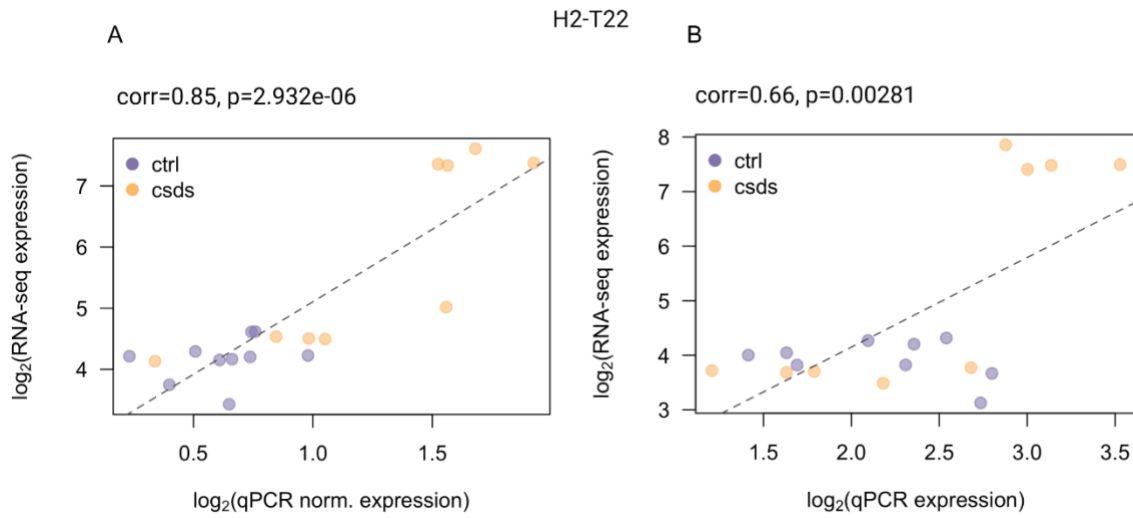

**Figure S6. qPCR validation. Related to Figure 6. (A,B)** Correlation (Pearson) of qPCR expression values of H2-T22 with bulk RNA-seq expression values in the vHipp (A) and mPFC (B).

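Each plot sets 2 measurements of the same transcript side by side, the expression of H2-T22 by qPCR and by bulk RNA-seq, for one brain region. The qPCR values were normalized to the geometric mean of the reference genes Rpl13 and Gapdh. Pearson's correlation measures how close the points lie to a straight line. Where values form separate low and high clusters, the distance between the clusters weighs heavily in it. In the RNA-seq counts, H2-T22 forms such clusters in both regions, with no mouse between 1.04 and 8.65 TMM-normalized CPM in the mPFC.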

How the deposited data were processed for this re-analysis (not part of the article)

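Bulk RNA sequencing of the mPFC and the vHipp of 40 male CD-1 mice was analyzed, in 79 libraries. The 4 groups were CTRL and CSDS mice treated with saline or ketamine, with 10 mice each, apart from 9 mPFC libraries of ketamine-treated CSDS mice. Region, stress group, treatment and mouse number were taken from the sample labels. Social rank and social box were not used here as groups, so statements of the paper about dominant or subordinate mice were not analyzed on their own samples. The authors made stranded mRNA libraries, sequenced them in pairs and counted reads on genes of GRCm38, and they deposited raw counts, whole numbers per gene and library, without normalization. The aligner and the counting program are not named in the paper's text. According to the paper, samples of low RNA integrity and 1 outlier were removed, and low counts were filtered before its DESeq2 analysis. The outlier is not named in the paper's text, and the deposited counts still hold the genes of low count.

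Of 55471 gene identifiers, 55144 were matched to a symbol in the GENCODE annotation of release 21, which also gave positions and lengths, and 327 were not. The symbols C77370 and Erdr1 of Fig. 6C were matched to Nexmif and Gm21887 through RefSeq synonyms. Total counts per library lay between 11726129 and 41767119. At these depths, the limit on a group comparison is mostly the spread between libraries and not counting error, apart from genes of about 1 CPM or less. Differences between mice were not separated from differences of library preparation. Between 4.35 and 8.48 times the variation expected from counting alone, per gene, separated the closest pair of libraries within each group, and no pair of libraries was identical.

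Genes were tested when they had more than 10 counts in total and were detected in more than 3 libraries of the region, the thresholds of the paper's methods. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, all groups of the region in one fit, no covariate, and Benjamini-Hochberg adjustment with a threshold of 0.05. All tests were two-sided. The standard error given with an edgeR LFC is its absolute value divided by the square root of the F statistic. Standard errors of DESeq2 are its own estimates. The comparisons were CSDS against CTRL mice with ketamine and with saline, ketamine against saline in CTRL and in CSDS mice, the interaction of stress and ketamine, and, across both regions, the stress effect of ketamine-treated mice in the mPFC minus that in the vHipp. The mouse number in the labels pairs the regions, since the libraries with the same number come from the same mouse. The fit with the mouse as a block covered ketamine-treated mice with both regions. CPM (counts scaled to the library total) were computed with TMM factors. Single measures were compared with exact permutation tests where a group had fewer than 10 mice and with 100000 resamples elsewhere (scipy 1.17.1).

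Other settings were DESeq2 1.42.0 with its size factors, each of edgeR and DESeq2 with the set of mouse numbers as a covariate, limma-voom (limma 3.58.1) with the run of 4 mouse numbers as a random effect, only the groups compared in the fit, RLE normalization, no filter, edgeR's filterByExpr, and each of 5 sets left out in turn. A run is 4 consecutive mouse numbers, and a set pairs a run of CTRL mice with a run of CSDS mice. It stands in for the SB, which was not used here. The libraries of a set also carry consecutive library numbers in the labels, so a set can hold differences of library preparation too. According to the paper, whole SB groups of 4 mice were stressed or not, so each SB lies within one stress group. If the runs match the SBs, a covariate of runs could not be told apart from stress. Apart from limma-voom, the tests and splits took single mice as the units of stress. They could therefore overstate the evidence for a stress effect if mice of an SB are alike. Fig. 5A–D prints the numbers of 20 mice that it shows as dominant. With the same numbers, the treatment in the figure and in the labels is the same for 9 of 20 mice. Of 24 orders of the 4 positions in a run, 1 makes all 20 the same. The listed mice were therefore tried as other settings only, with their numbers as printed and with this reordering, which the paper does not state. In these fits each of the 4 groups was split into listed and not listed mice, 8 groups in all, or only the listed mice were fitted. All of these settings were chosen before the data were examined. The reordering itself was found by comparing the treatments in the figure with those in the labels. Offsets for GC content, DESeq2 on the listed mice with numbers and treatments as printed, edgeR with the set on the reordered mice, and the reordered fits without single mice were chosen after the data were seen. The GC offset came from the median deviation of each library in 20 bins of GC content.

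The rule for genes that the text may name, set in advance, took the genes the paper names in its text, Fig. 6B or Fig. 6C, the qPCR reference genes Gapdh and Rpl13, and for each comparison the 5 genes with the largest absolute LFC among those with an adjusted p under 0.05. Other genes are named as chosen after their values were seen. The models edgeR and DESeq2, each with and without the set, limma-voom, and, with 8 groups, edgeR without the set and DESeq2 with it were tested on simulated data with 200 genes, of at least 20 counts on average, changed by 2 to 4 times in either direction. The main test recovered 197 of them (98.5%) with 13 calls among genes not changed. DESeq2 with the set recovered 197 with 22 such calls. With 8 groups, DESeq2 with the set recovered 194 with 29 such calls, the most of any model tested. With 8 groups, edgeR without the set recovered 192 with 14 such calls. When no gene was changed, 0 genes were called by the main test. Smaller changes, and differences between sets or in GC dependence, were not simulated. The recovered shares therefore do not extend to LFCs like the median absolute 0.33 of the Fig. 6C genes (mPFC, ketamine-treated mice). Nor do the calls among genes not changed extend to libraries with such differences. The fits across both regions, with the mouse as a block, with a GC content offset, and of edgeR with the set on 8 groups were not tested on simulated data. The number of genes at an unadjusted p under 0.05 was compared with 40 splits of the same mice, the real one included (30 for the difference between regions), and with 24 splits within sets, with the set as a covariate, except for the difference between regions. Gene ontology enrichment, qPCR values and behavior were not analysed here. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and the plot was drawn with matplotlib 3.10.9.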

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

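The tests of a noisy library and of a response of ketamine-treated CSDS mice were chosen only after the result was seen, and the other tests before. A sample was singled out when its gap to the nearest of the others in its group was large against the whole range of the group. Of 64 groups of values tested in this way, 11 had such a sample, where chance gives about 3.2.

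H2-T22 in saline-treated CTRL mice was far above the others in mouse 22, at 9.40 CPM in the mPFC, where the nearest mouse had 1.02, and at 9.22 in the vHipp, where the nearest had 1.10. H2-T23 was also highest in mouse 22 in the mPFC, at 7.86 CPM against 2.65 for the nearest mouse. Mouse 22 is 1 of the 8 mice with high H2-T22 in both regions. In the mPFC, H2-T23 had 6.59 CPM or more in the same 8 mice and 2.65 or less in every other mouse, while in the vHipp its values in the 8 mice overlapped those of the others. Noise of one library would not recur in another region, and the same 8 mice lay above the gap in both. Reads taken from a paralog would lower another class I gene of the complex, and 0 of 17 such genes fell by at least 50 percent of the rise of H2-T22 in CPM (unadjusted p under 0.05, ketamine-treated mice, mPFC). The largest fall, in H2-D1, was by 3.05 CPM, against a rise of 4.72 CPM in H2-T22, and was within the spread between mice (p = 0.562 from edgeR's quasi-likelihood test). A transfer of reads from H2-D1 could not be excluded on its size, and the comparison of CSDS with CTRL mice mixes mice above and below the gap. A variant that changes several genes of the region would show in its neighbors. Of the genes tested within 1 Mb, 10.3% had an unadjusted p under 0.05, against a median of 4.85% and a 95th percentile of 14.3% around random genes, so the share was above that median and below that percentile. Around 13.8% of the random genes, the share was at least as high. That comparison is not one of mice above and below the gap, and H2-T23, inside the same 1 Mb, was high in the same 8 mice in the mPFC. A response of ketamine-treated CSDS mice alone would leave no other mouse above the gap, and 3 of the 8 mice were in other groups. Reads shared with another class I gene and a variant of the region therefore remain as explanations. No genotypes were used here.

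Srp54a was low in mouse 39, a saline-treated CTRL mouse, at 0.310 CPM in the mPFC (nearest 1.86) and 0.543 in the vHipp (nearest 1.56). This gene also has 2 separate levels across mice. In the mPFC, mouse 39 and mice of other groups had 0.519 CPM or less and every other mouse had 1.62 or more, and in the vHipp the levels were 0.543 or less and 1.23 or more. Mouse 39 was therefore not alone, only the one low mouse among saline-treated CTRL mice. No explanation was tested for these levels. Hint2 was high in mouse 1, a ketamine-treated CSDS mouse, at 14.8 CPM in the mPFC, where the nearest mouse had 9.91. In the vHipp, mouse 1 was also the highest of its group, at 14.9 CPM, where the nearest mouse had 12.3. Rpl13, a qPCR reference gene of the paper, was at 167 CPM in the vHipp of mouse 24, above every other saline-treated CTRL mouse. No biological explanation was tested for Hint2 or Rpl13.

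Total counts in 4 libraries were singled out by their gap within their own group. They were 34501588 in the mPFC of mouse 4 (saline-treated CSDS, nearest 23191568), 34135805 in the mPFC of mouse 23 (ketamine-treated CTRL, nearest 22676481), 32814917 in the vHipp of mouse 16 (ketamine-treated CSDS, nearest 22393004) and 41767119 in the vHipp of mouse 21 (ketamine-treated CTRL, nearest 29245728). The vHipp library of mouse 22, a saline-treated CTRL mouse, had 37421747 and was not singled out in its group. The 4 libraries lie in different groups, and the depth of a library enters the TMM normalization. No biological explanation was tested for the totals.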

How the results depend on the processing

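None of the settings below tests a cause, and for each change the cause was not tested. A count of DEGs is at an adjusted p under 0.05, with the test of the named tool and Benjamini-Hochberg adjustment. With mice of both ranks, the counts of the 10 comparisons within a region stayed at 0 in every setting run for them, except with DESeq2 and the set of mouse numbers as a covariate. That setting gave 2 DEGs in the mPFC of ketamine-treated mice, Nexmif (C77370 in Fig. 6C) and Gh, and 1 in the vHipp of saline-treated mice, Kcns3. Gh and Kcns3 were singled out after their values were seen, and Gh had no count in any ketamine-treated CSDS mouse and few in the other groups, so no LFC is given for it. The number of genes at an unadjusted p under 0.05 for the stress effect of ketamine-treated mice in the mPFC was 1681 in the main setting and ranged, in the other settings with mice of both ranks, from 61.0% of that number (edgeR's filterByExpr) to 2407 genes (edgeR with the set). The difference between regions was run in 4 other settings only, and stayed at 0 genes with DESeq2 (720 at an unadjusted p under 0.05), with edgeR's filterByExpr (437), with only ketamine-treated mice in the fit (985) and with the mouse as a replicate block (966).

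The settings on mice printed in Fig. 5A–D rest on numbers whose link to the labels is not stated. With edgeR, without a covariate, the counts stayed at 0 in each of these readings. DESeq2 with the set on the mice listed after reordering gave 624 DEGs in the mPFC and 10 in the vHipp with ketamine, and 14 and 9 with saline. On the mice not listed after reordering, it gave 10 and 6 with ketamine and 5 and 8 with saline. Chosen after the data were seen, DESeq2 with the set on numbers and treatments as printed gave 17 and 5 with ketamine and 38 and 30 with saline. Also chosen after the data were seen, edgeR with the set on the reordered mice gave 2 DEGs in the mPFC with ketamine, Pcdh17 and Rxrb, and DESeq2 with the set and a GC content offset gave 162, of which 82.1% were shared with the 624. Across the 11 fits that each left out one of the listed ketamine-treated mice, the number of DEGs ranged from 2.72% to 165% of the 624.

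H2-T22 kept a higher level in ketamine-treated CSDS mice under all 22 settings, with an LFC from 1.74 to 3.41 in the mPFC and from 1.11 to 2.87 in the vHipp, and its adjusted p, where the tool gave one, lay between 0.0729 and 1.00 in the mPFC and between 0.139 and 1.00 in the vHipp. Of 484 values of 11 other genes in both regions, 442 kept their direction and their side of the threshold, 5 passed the threshold in the same direction, and 37 changed sign. The genes of Fig. 6C with the same sign in both regions numbered 25 in the main setting, 25 with DESeq2 and the set, 29 on the listed mice after reordering, and 17 on the mice not listed after reordering.

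The LFCs that changed sign in ketamine-treated mice were these. With numbers and treatments as printed in Fig. 5A–D, in the vHipp, they were 0.037 for Mmp16, 0.27 for Kcnq1ot1, 0.064 for C77370, -0.028 for Plscr4, 0.073 for Nfat5, -0.0018 for Gapdh and -0.028 for Rpl13. In the mPFC, they were 0.13 for Srp54a, -0.19 for Hint2 and -0.12 for Rpl13. DESeq2 with the set on the same numbers gave 0.25 for Kcnq1ot1 and 0.033 for Nfat5 in the vHipp. On the mice listed after reordering, Kcnq1ot1 and Plscr4 in the vHipp were at 0.24 and -0.37 with edgeR, at 0.25 and -0.37 with DESeq2 and the set, and at 0.29 and -0.35 with edgeR and a GC content offset. On the mice not listed after reordering, edgeR gave 0.27 for Srp54a, -0.37 for Hint2, -0.12 for Egr2, 0.22 for Plscr4 and -0.029 for Gapdh in the mPFC, and 0.18 for Srp54a in the vHipp. DESeq2 with the set gave 0.29 for Srp54a, -0.58 for Hint2, 0.36 for Plscr4, -0.16 for Gapdh and -0.046 for Rpl13 in the mPFC, and 0.23 for Srp54a, -0.17 for Hint2 and -0.040 for Gapdh in the vHipp. With mice of both ranks, limma-voom gave -0.039 for Plscr4 in the vHipp, and edgeR with a GC content offset gave -0.0020 for Gapdh in the mPFC. Across the 5 fits that each left out one set of mouse numbers, LFCs in the vHipp ranged from -0.15 to 0.15 for Kcnq1ot1, from -0.14 to 0.28 for Plscr4 and from -0.042 to 0.12 for Gapdh.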

Differences from the paper's values

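The values below are for mice of both ranks, and the paper's are for dominant mice. The settings on mice listed in Fig. 5A–D come closest to the paper's groups, but their numbers match the labels only after a reordering that the paper does not state. The figure as printed shows 6 ketamine-treated and 4 saline-treated CTRL mice, and 5 in each CSDS group, and the reordering keeps these numbers. The caption of Fig. 5 gives n = 5 per condition.

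The paper reports 141 DEGs in the mPFC of dominant ketamine-treated mice. The main setting gave 0 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1681 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. They gave 0 or, with DESeq2 and the set of mouse numbers as a covariate, 2 with all mice, 624 with the mice listed after reordering and 10 with the mice not listed. DESeq2 with the set and a GC content offset on the listed mice after reordering gave 162, a setting chosen after seeing the values.

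Fig. 6A shows about 1 DEG in the vHipp of dominant ketamine-treated mice (about 1 in Fig. 6A, read by eye). The main setting gave 0, with 1572 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined gave the paper's count, with 10 from DESeq2 and the set on the listed mice after reordering, 6 on the mice not listed, and 0 in the others. In the vHipp of dominant saline-treated mice, the figure shows about 4 (about 4 in Fig. 6A, read by eye), and the main setting gave 0, with 1615 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times of it, with 1 from DESeq2 and the set on all mice, 9 on the listed mice after reordering, 8 on the mice not listed, and 0 in the others.

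The paper states that the 30 genes of Fig. 6C changed in similar directions in both regions. With mice of both ranks, 25 of 30 had the same sign of LFC in both, and Slc7a11, Plscr4, Nbeal1, Cntnap3 and Bmpr1b had opposite signs. The main setting called 0 of these 30 genes in the mPFC of ketamine-treated mice, with 19 at an unadjusted p under 0.05. DESeq2 with the set on all mice called 1 of them, C77370, and on the listed mice after reordering it called 16. Chosen after seeing the values, edgeR with the set on those mice called 1 of them, Pcdh17, DESeq2 with the set and a GC content offset called 11, and the fits of DESeq2 with the set that left out one mouse called from 2 to 17.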

Other observations

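The tests of GC content on the unadjusted counts, of splits within the sets of mouse numbers, of differences between mice shared by both regions, of the order of the numbers in Fig. 5A–D and of mislabelled samples were chosen only after the result was seen, and the other tests before.

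The numbers of genes at an unadjusted p under 0.05 were set against other splits of the same mice into groups of the same sizes, the real split included. For the stress effect of ketamine-treated mice, 19 of 40 splits gave as many genes in the mPFC and 13 of 40 in the vHipp. For saline-treated mice, 39 of 40 splits gave as many in the mPFC and 11 of 40 in the vHipp. For the interaction of stress and ketamine, the numbers were 19 of 40 in the mPFC and 40 of 40 in the vHipp. For ketamine against saline, they were 25 of 40 in the mPFC and 35 of 40 in the vHipp of CTRL mice, and 32 of 40 in the mPFC and 40 of 40 in the vHipp of CSDS mice. For the difference between the regions, 13 of 30 splits gave as many genes. These splits ignore the sets of mouse numbers, and differences between sets could raise their counts. The 10 comparisons within a region were therefore repeated with the set as a covariate in edgeR and 24 splits that keep each mouse in its set. For the stress effect of ketamine-treated mice, 2 of 24 splits gave as many genes as the 2407 in the mPFC, and 4 of 24 as many as the 1823 in the vHipp. For saline-treated mice, the numbers were 19 of 24 and 5 of 24, and for the interaction 6 of 24 and 24 of 24, in the mPFC and the vHipp. For ketamine against saline, they were 11 of 24 and 19 of 24 in CTRL mice and 10 of 24 and 24 of 24 in CSDS mice. With so few splits, shares are coarse. In these comparisons of mice of both ranks, with and without the set, at least 5% of the splits gave as many genes as the real grouping. With an offset for GC content, the stress effect of ketamine-treated mice in the mPFC had 1692 genes at an unadjusted p under 0.05, so the offset did not lower that number. The dependence on GC content was the rank correlation of GC content with each gene's deviation from its mean over libraries of the region. It varied widely between mPFC libraries of ketamine-treated mice, from -0.474 to 0.454 in CSDS mice. In the mPFC, it was positive in every library of the sets of mice 1 and 20 and negative in every library of the set of mouse 25. It did not clearly differ between CSDS and CTRL mice when the sets were ignored (exact permutation test, two-sided, p = 0.308, n = 9 and 10). Within sets, it was higher in CSDS mice in 4 of 5 sets (exact permutation test within sets, two-sided, p = 0.179, n = 9 and 10), so a difference in GC dependence is not excluded. The mean rank correlation of the same deviations with gene length in the libraries of ketamine-treated mice was -0.063 (SD 0.215) in CSDS mice and 0.083 (SD 0.142) in CTRL mice. This difference was not tested.

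The 30 genes of Fig. 6C were chosen by the paper on these same data, so their values show no stability. In ketamine-treated mice of both ranks, 7 were higher and 23 lower in the mPFC of CSDS mice. Their median absolute LFC was 0.33 in the mPFC and 0.17 in the vHipp, and it was larger in the mPFC for 23 of 30. In the mPFC, 19 had an unadjusted p under 0.05, 5 passed 0.05 when adjusted over the list alone, and 0 passed when adjusted over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the vHipp, the same counts were 5, 1 and 0. In saline-treated mice, 2 of the 30 had an unadjusted p under 0.05 in each region, and 0 passed either adjustment. For their interaction of stress and ketamine in the mPFC, 12 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. The vHipp counts for the interaction were 4 and 0. The level of these genes in a mouse, relative to its group, may be a trait of that mouse that both regions share. The median number of mice, out of 39, whose deviation had the same sign in both regions was 28 for the 29 genes of the list with a value, against 23 for all genes and a 95th percentile of 25 among 10000 random lists matched on expression. This does not separate stable differences between mice from differences that the handling of a mouse causes in both regions. The random lists were matched on expression only. A dependence on GC content or length shared by both libraries of a mouse is therefore not excluded either.

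Fig. 5A–D prints numbers for 20 mice, and 9 of them have the treatment of the library with the same number. A candidate explanation is that the figure's numbers follow another order within each run of 4. Of the 24 orders, 1 gave all 20 mice the treatment in the labels, and the next best gave 16. The order was found on the same labels it was tested on, and it stays a hypothesis. Rank was not assigned from it. A library given the number of another mouse in one region only was tested through the regions. A number or treatment wrong for a mouse in both regions would not show in that test. The median correlation of deviations across genes was 0.291 between same-numbered libraries and -0.00321 between those of different mice, and the vHipp library closest to an mPFC library was that of the same number for 25 of 39 mice. As a set, libraries with the same number are therefore linked across the regions. Both libraries of a mouse also carry adjacent library numbers. A bias of preparation that they share could raise this correlation, so it does not by itself show that they come from the same animal.

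Under that order, DESeq2 with the set of mouse numbers gave 624 DEGs in the mPFC of the 11 listed ketamine-treated mice, 257 higher and 367 lower in CSDS mice. Among the 36 splits of these mice that keep the number of CSDS mice in each set, 1 gave as many, the real one. The next largest was 589, and the median of the others was 7. The genes called higher had a median GC content of 56.7% and those called lower 43.3%, against 50.1% for all genes tested, and their median lengths were 2507 and 10338 bases. GC content bias may account for part of the count, since the offset lowered it to 162. Bias in GC content or length that the offset left in place was not examined. Of all mPFC libraries, that of mouse 1 had the highest rank correlation of deviations from the gene means with GC content (0.454). It also had the lowest with gene length (-0.483). Leaving out mouse 1 lowered the count to 17, while leaving out mouse 40 gave 233 and leaving out mouse 12 raised it to 165% of its value. Without mouse 25, 438 genes were higher and 284 lower in CSDS mice, while in each other such fit more were lower. The test asked whether the count falls by more than 1.5 times without one mouse and stays within 1.5 times without each of the others. The count fell by more than 1.5 times without several single mice, so by the test as first set no single mouse stood apart. After its values were seen, the test was instead taken to leave the weight of mouse 1 open, since the fall without that mouse was the largest. The count depends on which mice are in the fit. The edgeR test without a covariate gave 0 DEGs for the same mice.

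Ttr and other genes with the largest LFCs between saline-treated CSDS and CTRL mice in the vHipp are markers of the choroid plexus, and some punches could hold cells of it. Of 8 markers not looked at before, 1, Calml4, had an LFC above 95% of genes, and 7 were higher in CSDS mice by their LFC, all but Otx2. By the test as set, with most markers above 95% of genes, this was not borne out. An LFC between groups could miss such cells in 1 or 2 punches. The highest punch of saline-treated CSDS mice was above the highest of saline-treated CTRL mice for 7 of the 8, for example at 3.07 against 0.236 CPM for Calml4 and at 3.41 against 1.03 for Cldn2, and below it for Otx2, so the explanation stays open. Ttr reached 654 CPM in mouse 9 and 66.1 in mouse 13, and its LFC was 6.12 (standard error 1.26, adjusted p = 0.346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These markers were chosen outside the rule for named genes, after the values of Ttr were seen.

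The qPCR reference genes of the paper differed little between ketamine-treated CSDS and CTRL mice. The LFC of Gapdh was 0.039 (standard error 0.069) in the mPFC and 0.038 (standard error 0.095) in the vHipp. That of Rpl13 was 0.089 (standard error 0.074) in the mPFC and 0.091 (standard error 0.071) in the vHipp.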
